# A New Spontaneously Transformed Syngeneic Model of High-Grade Serous Ovarian Cancer with a Tumor-Initiating Cell Population

**DOI:** 10.3389/fonc.2014.00053

**Published:** 2014-03-18

**Authors:** Curtis W. McCloskey, Reuben L. Goldberg, Lauren E. Carter, Lisa F. Gamwell, Ensaf M. Al-Hujaily, Olga Collins, Elizabeth A. Macdonald, Kenneth Garson, Manijeh Daneshmand, Euridice Carmona, Barbara C. Vanderhyden

**Keywords:** high-grade serous cancer, stem cell, tumor-initiating cell, syngeneic, ovarian cancer, ovarian surface epithelium, mouse model of ovarian cancer

## Abstract

Improving screening and treatment options for patients with epithelial ovarian cancer has been a major challenge in cancer research. Development of novel diagnostic and therapeutic approaches, particularly for the most common subtype, high-grade serous ovarian cancer (HGSC), has been hampered by controversies over the origin of the disease and a lack of spontaneous HGSC models to resolve this controversy. Over long-term culture in our laboratory, an ovarian surface epithelial (OSE) cell line spontaneously transformed OSE (STOSE). The objective of this study was to determine if the STOSE cell line is a good model of HGSC. STOSE cells grow faster than early passage parental M0505 cells with a doubling time of 13 and 48 h, respectively. STOSE cells form colonies in soft agar, an activity for which M0505 cells have negligible capacity. Microarray analysis identified 1755 down-regulated genes and 1203 up-regulated genes in STOSE compared to M0505 cells, many associated with aberrant Wnt/β-catenin and Nf-κB signaling. Upregulation of *Ccnd1* and loss of *Cdkn2a* in STOSE tumors is consistent with changes identified in human ovarian cancers by The Cancer Genome Atlas. Intraperitoneal injection of STOSE cells into severe combined immunodeficient and syngeneic FVB/N mice produced cytokeratin+, WT1+, inhibin−, and PAX8+ tumors, a histotype resembling human HGSC. Based on evidence that a SCA1+ stem cell-like population exists in M0505 cells, we examined a subpopulation of SCA1+ cells that is present in STOSE cells. Compared to SCA1− cells, SCA1+ STOSE cells have increased colony-forming capacity and form palpable tumors 8 days faster after intrabursal injection into FVB/N mice. This study has identified the STOSE cells as the first spontaneous murine model of HGSC and provides evidence for the OSE as a possible origin of HGSC. Furthermore, this model provides a novel opportunity to study how normal stem-like OSE cells may transform into tumor-initiating cells.

## Introduction

Ovarian cancer is the most lethal gynecological malignancy with an estimated incidence of 238,719 cases in 2012, making it the eighth most common cancer in women worldwide (1). Epithelial ovarian cancer (EOC) is the most common type, which is further divided into endometrioid, clear cell, mucinous, low-grade serous, and high-grade serous (HGSC). HGSC is the most common and aggressive subtype of EOC, accounting for the majority of new cases (2). With a 5-year survival rate of only 40%, a greater understanding of HGSC is essential to improve patient outcome (1). The high mortality rate is due, at least in part, to a lack of screening methods to detect the disease before it metastasizes within the peritoneal cavity (3). The main reason for this inability to detect and diagnose early stage ovarian cancer is a lack of understanding of disease initiation, made even more challenging due to the current debate over the origin of HGSC. HGSC was long thought to arise from the ovarian surface epithelium (OSE) or inclusion cysts derived from them (2, 4, 5), but recent evidence has identified the distal fimbrial epithelium of the fallopian tube as the source for at least a subset of HGSC (2, 6–8).

To establish experimental models for the study of the initiation of EOC, much effort has been dedicated to the genetic modification of cells from an OSE or fimbrial origin, either in tissue culture or *in vivo*. Attempts to model HGSC have been particularly challenging and have yielded inconsistent results (5, 9, 10). Transgenic approaches have generally involved targeting specific genes known to be associated with human HGSC. This targeted approach to tumorigenesis may not be fully reflective of human disease for a number of reasons. First, it is unclear, in human disease, whether commonly mutated genes are normally involved in disease initiation and/or progression. In addition, the expression of the designed genetic changes using developmentally regulated promoters may introduce founder effects that are not reflective of human disease (9). Furthermore, it has been shown that murine cells require fewer genetic alterations than human cells to undergo transformation, again making it difficult to draw conclusions on the origin of cancer in humans from transgenic murine models (11, 12) For this reason, spontaneous models of EOC would be helpful to better understand the origins of this disease, but these models are rare and limited to the spontaneous development of ovarian cancer in hens (13, 14). New spontaneous models of HGSC are clearly needed to provide opportunities to determine the molecular basis of ovarian and fallopian tube epithelial transformation.

There is growing evidence to support the contribution of cancer stem cells (CSC) to the initiation and recurrence of cancer. The CSC theory posits that tumors arise from cells with stem-like characteristics and these cells underlie tumor heterogeneity and recurrence (15–17). Stem cells are slowly dividing cells with drug efflux mechanisms that allow them to escape the effects of chemotherapeutics that commonly target rapidly dividing cells. Another characteristic of a stem cell is the ability to generate multi-lineage progeny. Recurrent cases of HGSC maintain the heterogeneity of the original tumor suggesting that a cell with multi-lineage potential underlies tumorigenesis, instead of a single clone with a survival advantage (15). A cell with all the characteristics of CSCs is still elusive in ovarian cancer but cells with some of these CSC characteristics, identified by their expression of CD44, CD133, CD117, CD24, and ALDH1 (3), have been reported. These CSC-like cells are referred to as tumor-initiating cells (TICs) due to their increased tumorigenic capacity. The role and identification of TICs in ovarian cancer is a rapidly growing area of study.

We recently reported the first stem cell marker that identifies a subpopulation of mouse OSE cells with progenitor cell characteristics. A population of cells expressing stem cell antigen 1 [SCA1; aka lymphocyte antigen 6 complex, locus A (LY6A)] is regulated by ovulation-associated factors present in the follicular fluid and possesses a number of features of stem cells, including slow growth and capacity for self-renewal (18). After several years of establishing and growing cultures of mouse OSE cells, one cell line that was grown for a prolonged period appeared to spontaneously transform. The following body of work describes the characterization of this spontaneously transformed OSE (STOSE) cell line, demonstrating that it reliably forms syngeneic HGSC tumors. Testing of the SCA1+ cells in the parental and transformed cell lines enabled us to compare the characteristics of these stem cell-like populations, as well as determine the relative malignant potential of SCA1+ vs. SCA1− STOSE cells.

## Materials and Methods

### Experimental animals

Severe combined immunodeficient (SCID) and FVB/N mice were obtained from The Jackson Laboratory and housed with a 12 h light:12 h dark photoperiod. The animals had free access to food and water and experiments were done in accordance with the Canadian Council on Animal Care’s *Guidelines for the Care and Use of Animals*. Protocols were approved by the University of Ottawa Animal Care Committee.

### Mouse OSE cell isolation and culture

The M0505 OSE cell line was isolated and established in 2005 according to the protocol described in Gamwell et al. (18). Upon long-term passage of the cells in adherent cultures on tissue culture plates (Becton Dickinson) using MOSE media (18), the M0505 cell line spontaneously transformed and were from that point on labeled STOSE cells, which were also maintained in MOSE medium. The M1107 OSE cell line was established and maintained using the same methods as the M0505 cell line and is used as an independent control for mouse OSE cells.

### Proliferation assay

M0505 and STOSE cell proliferation was assessed from 1 to 3 days after seeding 2 × 10^4^ cells in 24-well tissue culture dishes (Becton Dickinson) in MOSE medium. The number of viable cells was determined using the Vi-CELL XR cell viability analyzer (Beckman Coulter).

### Chromosomal analysis

G-band karyotyping of 5-metaphase spreads each of M0505 and STOSE cells was carried out by the Cytogenomics and Genome Resource Facility at SickKids Hospital, Toronto, ON, Canada. Briefly, cells were harvested and colcemid (10 μg/mL) was added for 30 min and incubated at 37°C. Cells were washed, trypsinized, and a single-cell suspension was made. Following washing, a 0.075 M KCl hypotonic solution was added for 15 min and incubated at 37^o^C, and banding patterns were visualized.

### Cell cycle analysis

The percentages of cells in G1/G0, S-phase, and G2/M phases as well as the percentage of apoptotic cells were determined for M0505 and STOSE cell lines using flow cytometry. Cells were trypsinized (0.05% trypsin/0.53 mM EDTA, Corning Cellgro), washed in phosphate-buffered saline (PBS), and 1 × 10^6^ cells from three independent isolations of each cell line were resuspended in 300 μL of cold PBS. Cells were fixed in 70% ethanol for 2 h, washed, and resuspended in 250 μL of PBS and 5 μL of RNAse A (Sigma Aldrich) for 1 h. The cell suspension was then incubated for 30 min with 10 μL of propidium iodide (Sigma Aldrich) and the cell cycle was assessed by flow cytometry using a Beckman Coulter Epics XL and analyzed by ModFit LT software (Verity Software Inc.). Cell doublets were identified using fluorescence pulse height vs. area measurements and excluded from cell cycle analysis.

### Microarray analysis

RNA was extracted from M0505 and STOSE cells (*n* = 3) using RNeasy Mini Kit (Qiagen) and cDNA was made using the OneStep RT-PCR kit (Qiagen). Whole genome expression was determined using Affymetrix GeneChip Mouse Gene 1.0 ST arrays. Genes were annotated using T4-MEV software (Dana Farber Cancer Institute, Boston) and linear fold change was determined from robust multi-array average (RMA) normalized expression values. Ingenuity pathway analysis software (Ingenuity Systems, Qiagen) was used to determine functionally relevant clusters of differential gene expression. Microarray data are publicly accessible from the GEO database at record GSE54633.

### Quantitative RT-PCR

RNA was extracted using the RNeasy Mini Kit (Qiagen) and cDNA was made using the OneStep RT-PCR Kit (Qiagen). Quantitative-PCR was then performed on an ABI 7500 FAST qRT-PCR machine (Applied Biosystems) using the Taqman gene expression assay (Life Technologies) and SsoFast gene expression assay (Bio-rad). Probe (2.5 nmol) and primer (5 nmol) sequences are listed in Table 1. The level of *Tbp* was used as an endogenous control in the Taqman assay and *Ppia* was used as an endogenous control in the SsoFast assay.

**Table 1:** **Quantitative RT-PCR probe and primer sequences**.

Gene	Assay	Probe/primer sequence
*Cdkn2a*	Taqman	Probe: 5′-/56-FAM/AGCAGAGCT/ZEN/AAATCCGG CCTCAG/3lABkFQ/-3′
		Primers: forward, 5′-GCTTCAATCTGTTCCTGGCA-3′, reverse, 5′-CAACAACTTCCTCTCCTGCTAC-3′
*Sfrp1*	SsoFast	Primers: forward, 5′-CAGTTGTGGCTTTTGCATTG-3′, reverse, 5′-GAGGGAAGGGAGAGGGTTC-3′
*Frzb*	SsoFast	Primers: forward, 5′-GGACGGAGCGGATTTTCCTAT-3′, reverse, 5′-TGACAGGCTTACATTTGCAACG-3′
*Sfrp4*	SsoFast	Primers: forward, 5′-TGGAGAGATCAACTCAGTAGA AGG-3′, reverse, 5′-GGCTGGCTATCTGCTTCTTG-3′
*Ccnd1*	Taqman	Probe: 5′-/56-FAM/ATCAAGTGT/ZEN/GACCCGGA CTGCC/3lABkFQ/-3′
		Primers: forward, 5′-CGCTAGAAGTGAAGCTAAG AAGA-3′, reverse, 5′-CTTTGTGTACCGCTGGGAA-3′
*Ikbk*ε	SsoFast	Primers: forward, 5′-GGGAGAGTCTTTGCCTGATTC-3′, reverse, 5′-ATCTCCTGGGCTTGGCTATC-3′
*S100a4*	SsoFast	Primers: forward, 5′-GGAGCTGCCTAGCTTCCTG-3′, reverse, 5′-TCCTGGAAGTCAACTTCATTGTC-3′
*Spp1*	SsoFast	Primers: forward, 5′-GGAGGAAACCAGCCAAGG-3′, reverse, 5′-TGCCAGAATCAGTCACTTTCAC-3′
*Ppia*	SsoFast	Primers: forward, 5′-AGGGTGGTGACTTTACACGC-3′, reverse, 5′-GATGCCAGGACCTGTATGCT-3′
*Tbp*	Taqman	Probe: 5′-/56-FAM/ACTTGACCT/ZEN/AAAGACCATTGC ACTTCGT/3lABkFQ/-3′
		Primers: forward, 5′-CCAGAACTGAAAATCAACG CAG-3′, reverse, 5′-TGTATCTACCGTGAATCTTGGC-3′

### Intraperitoneal (IP) and intrabursal (IB) injections of STOSE cells

M0505 and STOSE cells were released from adherent cultures using trypsin (0.05% trypsin/0.53 mM EDTA), washed with PBS, and resuspended in PBS. 1 × 10^7^ M0505 cells in 500 μL of PBS were injected into the peritoneal cavity of FVB/N mice. 1 × 10^7^ STOSE cells in 500 μL of PBS were injected into the peritoneal cavity of both SCID and FVB/N mice using a 25-gauge needle (Becton Dickinson). Disease progression was monitored until humane endpoint was reached, which included 15% weight gain and/or abdominal distension. Necropsies were performed at endpoint and tumors were fixed in 10% buffered formalin for 24 h and then paraffin embedded and sectioned at 5 μm for immunohistochemical analysis.

To perform intrabursal injections of STOSE cells, FVB/N mice were anesthetized using 3% isoflurane gas and 1% oxygen. A dorsal incision was made and ovaries were externalized. STOSE cells (4 × 10^4^) were resuspended in 2 μL of PBS and injected under the bursal membrane using a 33-gauge needle and dispensing repeater (Hamilton). Tumor initiation was monitored every 2 days by palpation of the ovaries by someone blinded to the experimental groups. Disease progression was monitored until humane endpoint was reached, at which point tumors were fixed, embedded in paraffin blocks, and 5 μm sections were made for immunohistochemistry.

### Immunohistochemistry

Assessment of the histopathology of IP and IB STOSE tumors was performed by staining sections with hematoxylin and eosin (H and E) and by immunohistochemical analysis. Following deparaffinization in xylenes and rehydration in an ethanol gradient, antigen unmasking (antigen unmasking solution, Dako) was performed, followed by blocking endogenous peroxidase activity using 3% hydrogen peroxide in dH_2_O. Sections were then rinsed in PBS. Immunostaining for mouse cytokeratin (pan-CK; pre-diluted, Abcam), mouse WT1 (1:100, Dako), and mouse inhibin (1:100, Dako) was performed according to the mouse-on-mouse kit (Vector). Immunostaining for rabbit PAX8 (1:400, Santa Cruz Biotechnology) was done by incubating sections with the PAX8 antibody overnight at 4^o^C, followed by anti-rabbit horseradish peroxidase-labeled polymer (Dako) for 30 min at room temperature. All sections were counterstained using hematoxylin and developed using diaminobenzidine. Following dehydration in an ethanol gradient, sections were mounted using Permount (Fisher Scientific). Images were acquired using the ScanScope CS2 (Aperio).

### DNA sequencing

Genomic DNA was extracted from STOSE cells using QIAamp DNA Blood Mini Kit (Qiagen) and PCR amplified using custom primers designed to cover each of the 11 exons in the mouse p53 gene. Following electrophoresis on a 1% agarose gel, bands pertaining to each exon were individually excised under UV light. DNA was extracted from the agarose gel pieces using the QIAquick Gel Extraction Kit (Qiagen). Extracted DNA was then diluted to a concentration of 1 ng/μL and mixed with the appropriate custom primer (2 μM) mapping to each exon. Individual exons were sequenced using the 3730 DNA analyzer (Applied Biosystems). Sequences were aligned using the DNA Dynamo program (BlueTractorSoftware).

### Flow cytometry for SCA1 expression

M0505 and STOSE cells were trypsinized and a single-cell suspension was made using a 40 μm cell strainer. Cells were resuspended in a flow buffer (4% fetal calf serum in 1× PBS) and incubated with anti-SCA1 allophycocyanin fluorophore-conjugated antibody (Miltenyi Biotec) for 15 min at 4^o^C. Following washing and resuspension in flow buffer, cells were sorted for SCA1 expression using the MoFlo cell sorter (Beckman Coulter).

### Colony formation in soft agar

Cells were released from adherent cultures using trypsin, washed with PBS, and a single-cell suspension was achieved by passing cells through a 40-μm cell strainer. A base layer 1:1 mix of 2× Ham’s F-12:MOSE medium (Sigma Aldrich) and ultrapure LMP agarose (Life Technologies) was solidified at 4°C for 30 min and then warmed to 37°C prior to the addition of the top layer. The top layer consisting of a 1:1:1 mix of 2.5 × 10^4^ cells from single-cell suspension, 2× Ham’s F-12:MOSE medium, and ultrapure LMP agarose was added. The top layer was solidified at 4°C for 30 min and then incubated at 37°C for 7 days. Colonies were visualized using the EVOS XL imaging system (Life Technologies) and counted using ImageJ software.

### Western blot analysis

Protein was extracted from M0505 and STOSE cells using M-PER mammalian protein extraction reagent (GE Healthcare). Tumor tissue from SCA1+ and SCA1− tumors was homogenized and protein was extracted using M-PER mammalian protein extraction reagent. Protein extracts were run on a precast Nupage 4–12% bis–tris gradient gel (Life Technologies) and transferred to a nitrocellulose membrane. Following 1 h blocking in 5% non-fat milk, membranes were incubated with mouse monoclonal PAX8 (1:500, Santa Cruz Biotechnology) or mouse monoclonal P53 (1:1000, Cell Signaling) overnight at 4°C. Following washing, the membranes were incubated with rabbit anti-mouse IgG–HRP (1:5000, Abcam) for 1 h and developed using Select™ western blotting detection reagent (GE Healthcare). The same protocol was used for β-actin using mouse monoclonal anti-β-actin (1:40,000, Sigma Aldrich) and rabbit anti-mouse IgG-HRP (1:15,000, Abcam).

### Statistical analysis

All experiments were performed at least three times. A Student’s *t*-test was used to determine significant differences between two experimental conditions. Analysis of variance (ANOVA) with Tukey’s post-test was used to identify significant differences between more than two experimental groups. Statistical significance was assumed at *p* < 0.05.

## Results

### Characterization of M0505 and STOSE cell lines

Early passage M0505 cells grow slowly, having a doubling time of 48 h. The growth rate increases as M0505 cells reach >35 passages and cells begin to lose the epithelial “cobblestone” morphology that is characteristic of early passage M0505 cells (data not shown), and has been reported by others studying spontaneous transformation of epithelial cells (19). Continual passage of late passage M0505 cells led to the establishment of the STOSE cell line. STOSE cells have lost the epithelial “cobblestone” morphology and have transitioned to a more mesenchymal morphology (Figure 1A). To determine the malignant potential of STOSE cells *in vitro*, STOSE cells were assessed for colony forming efficiency in soft agar, a measure of anchorage independent growth that is characteristic of transformed cells (20). STOSE cells formed colonies while early passage M0505 cells did not (Figure 1B). Another characteristic of transformed cells is rapid growth (20). STOSE cells have a doubling time of 13 h, almost four times faster than their untransformed M0505 counterpart. The growth rate of STOSE cells in comparison to early passage (passage 18–20) M0505 cells over 72 h is shown in Figure 1C. Since a greatly increased growth rate might be explained by aberrant cell cycle regulation, cell cycle analysis was used to determine if there were differences in the percentage of M0505 and STOSE cells in each phase of the cell cycle. Cell cycle analysis of the M0505 cells (monomers) revealed a large G1 peak (59.6 ± 1.0%), a minor S-phase population (10.1 ± 0.3%), and a surprisingly prominent, putative G2/M peak (28.8 ± 0.8%) (Figure 1D). Interestingly, the presence of a small percentage (1.5%) of hyperploid cells was detected in the analysis by the ModFit program. The presence of a small population of cells with abnormal DNA content was then confirmed by karyotype analysis that identified near-tetraploid M0505 cells (Figure 2B). In addition, the small number of diploid cells in S-phase was consistent with the observed slow proliferation of this cell line. In contrast, STOSE cells have a significantly increased proportion of cells in S-phase (45.2 ± 0.7%) and, a reduced proportion in the G1 phase (46.7 ± 0.7%). The small G2/M population and greatly increased S-phase population suggests that STOSE cell cycle checkpoints may be compromised, which could lead to the observed acceleration in the rate of proliferation.

**Figure 1:**
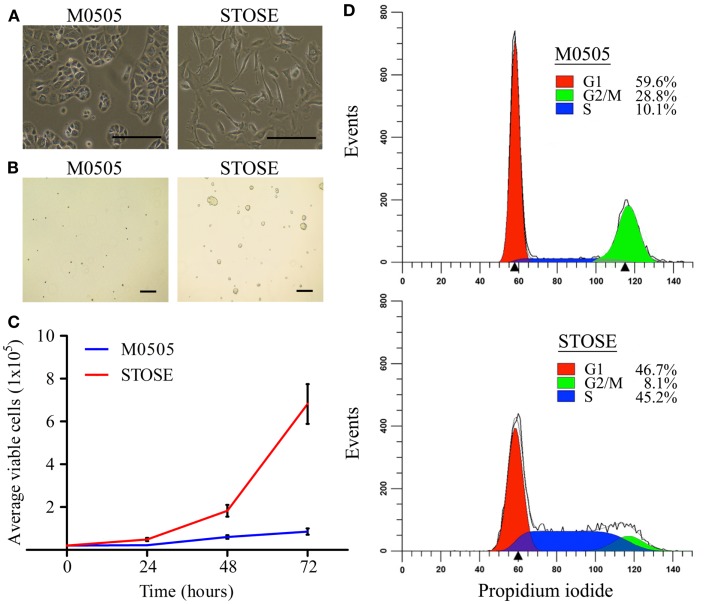
**STOSE cells exhibit classic characteristics of transformed cells**. **(A)** Bright-field microscopy of M0505 and STOSE cells. Scale bar = 200 μm. **(B)** Colony forming assay in soft agar comparing M0505 and STOSE cells. Colonies were visualized after 7 days using bright-field microscopy. Scale bar = 200 μm. **(C)** Growth curve of M0505 and STOSE cells over 3 days. Error bars represent standard error of the mean (SEM). *p* < 0.001, two-way analysis of variance. **(D)** Cell cycle analysis of M0505 and STOSE cells. Cells were incubated with the fluorescent dye propidium iodide and analyzed by flow cytometry. The average percentage of cells in G1, S, and G2/M for STOSE cells and M0505 cells is shown (*n* = 6).

**Figure 2:**
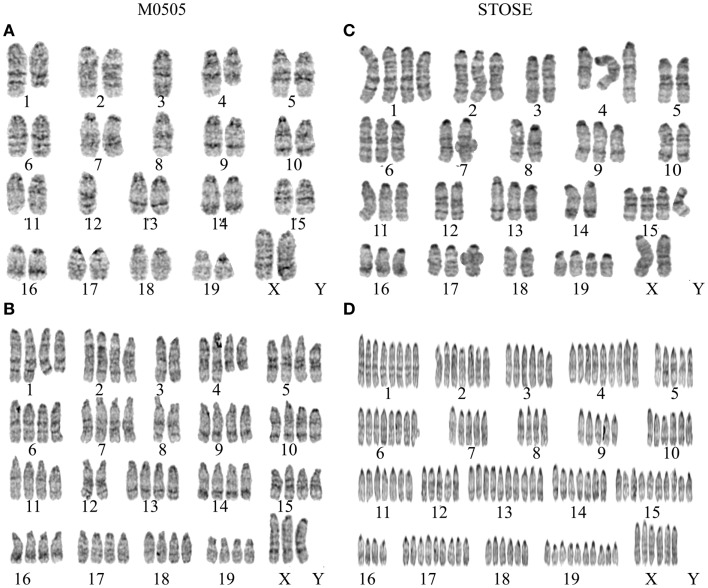
**Chromosomal analysis of M0505 and STOSE cell lines**. G-band karyotyping of five metaphase spreads was performed for both M0505 and STOSE cell lines and representative karyotypes are presented. **(A)** Near- diploid M0505 cell with 37 chromosomes. **(B)** Near-tetraploid M0505 cell with 75 chromosomes. **(A,B)** Terminal deletion of chromosomes 1 and 4 as well as loss of a chromosome 3, 8, and 12 was evident in all M0505 cells analyzed. **(C)** Near-triploid STOSE cell with 54 chromosomes. **(D)** Polyploid STOSE cell with 143 chromosomes. **(C,D)** An addition at the terminal end of chromosome 4 as well as a loss of chromosome 3, 5, and 8 were evident in all STOSE cells analyzed.

Due to the role of aneuploidy in transformation and cancer and the abnormalities found in the cell cycle analysis, chromosomal analysis was performed on M0505 and STOSE cells to determine if aneuploidy is present. G-band karyotyping of five metaphase spreads revealed aneuploidy in both M0505 and STOSE cell lines; two representative karyotypes are shown for each cell line (Figure 2). STOSE cells have a high degree of aneuploidy with the majority of the population near-triploid (Figure 2C) and a smaller polyploid population (Figure 2D). All STOSE cells analyzed have an addition at the terminal end of chromosome 4. All near-triploid cases have a loss of chromosome 3, 5, and 8, and all polyploid cases are also hypoploid for chromosomes 3, 5, and 8 (Figures 2C,D). Surprisingly, chromosomal analysis of early passage (passage 15) M0505 cells also revealed some degree of aneuploidy with 2/5 near-tetraploid M0505 cells (Figure 2B), while 3/5 M0505 cells were near-diploid (Figure 2A). This presence of a near-tetraploid subset of M0505 cells is in agreement with the presence of M0505 cells with increased DNA content seen in the cell cycle analysis (Figure 1D). All M0505 cells analyzed have terminal deletions in chromosomes 1 and 4. All near-diploid cases have a loss of one chromosome 3, 8, and 12, and all near-tetraploid M0505 cells are hypoploid for chromosomes 3, 8, and 12 (Figures 2A,B).

### Microarray analysis of STOSE cells

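Total RNA from the early passage M0505 line of mouse ovarian surface epithelial cells and from STOSE cells, the transformed line that arose from it, was hybridized to Affymetrix GeneChip Mouse Gene 1.0 ST arrays, with 3 arrays for M0505 and 3 for STOSE. On this design a set of short probes spread along the transcript reads each gene. The authors deposited robust multi-array average (RMA) values, in which the probe signals are corrected for background, quantile normalized across arrays and summarized per probe set on a log2 scale, together with the mean of each line and the linear fold change between the means. The linear fold change is 2 to the difference of the mean log2 values, written as minus its inverse where STOSE cells were lower. Of the 28944 probe sets in the deposited table, 23530 carried a gene symbol. A gene with several probe sets was represented by the probe set with the highest mean over the 6 arrays, which left 20405 genes. The median log2 value of an array lay between 5.66 and 5.68 in M0505 cells and between 5.64 and 5.67 in STOSE cells. Across genes, which are not independent replicates, Pearson's r was 0.997 to 0.999 between arrays of the same line and 0.956 to 0.962 between arrays of different lines. The number of arrays limits the precision, since 3 against 3 cannot give a two-sided exact permutation p below 0.1, so each gene was tested with limma, which shares the estimate of the spread across genes, with Benjamini-Hochberg adjustment over the 20405 genes. At an adjusted p under 0.05 and a fold change of at least 2, 1000 genes were higher and 1548 were lower in STOSE cells. Over all genes, called or not, the values of the 3 STOSE arrays did not overlap those of the 3 M0505 arrays in 64.6%, against 10% by chance. The fold threshold moved these counts most, to 6454 higher and 5066 lower genes at the adjusted p alone and to 186 and 509 genes at 4-fold. The lower quartile of an array lay between 4.03 and 4.04 in M0505 cells and between 4.11 and 4.15 in STOSE cells. The excess of higher genes at the adjusted p alone cannot be told apart from this offset of dim signal. As a measure of background, the 1134 probe sets of olfactory receptor genes, taken to be silent in these cells, had a median log2 value of 3.12 and a 95th percentile of 4.74. This measure was chosen after the data were seen. Chromosomes are those of the RefSeq genes of assembly GRCm38.p6, matched by symbol for 97.5% of the genes, and the deposited table names no genome build.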

To determine the molecular mechanisms by which M0505 cells transformed into the STOSE cells, whole genome microarray analysis was performed on M0505 and STOSE cells and linear fold changes were calculated for STOSE cells relative to M0505 cells. 

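Among the genes called changed, the 10 largest rises and the 10 largest falls by fold change took in 16 genes with an established name and 4 known by RIKEN clone symbols. Of these 4, *2610305D13Rik* (*Zfp979*, chromosome 4) ranked 1 among the rises, with a linear fold change of 91.8 (log2 fold change 6.52, standard error 0.08, limma adjusted p = 2.00e-09). Its order against *Serpinb2* (90.7-fold, standard error 0.18 on the log2 scale) is not resolved, and its M0505 mean of 2.18 lay under the olfactory receptor 95th percentile of 4.74. *2010002N04Rik* (*Smim3*, chromosome 18) ranked 4 among the rises, at 56.0-fold (5.81, standard error 0.08, adjusted p = 2.06e-09). *4930502E18Rik* (*Ct55*, chromosome X) ranked 3 among the falls, at −123-fold (−6.94, standard error 0.13, adjusted p = 5.98e-09), and *4921521F21Rik* (*Akr1cl*, chromosome 1) ranked 7, at −84.4-fold (−6.40, standard error 0.18, adjusted p = 4.42e-08). All 19 genes of Table 2 reported here were past the threshold. In 12 of them, 7 higher and 5 lower in STOSE cells, the line with less RNA had a mean below the 95th percentile of the olfactory receptor probe sets.

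**Figure D1:**
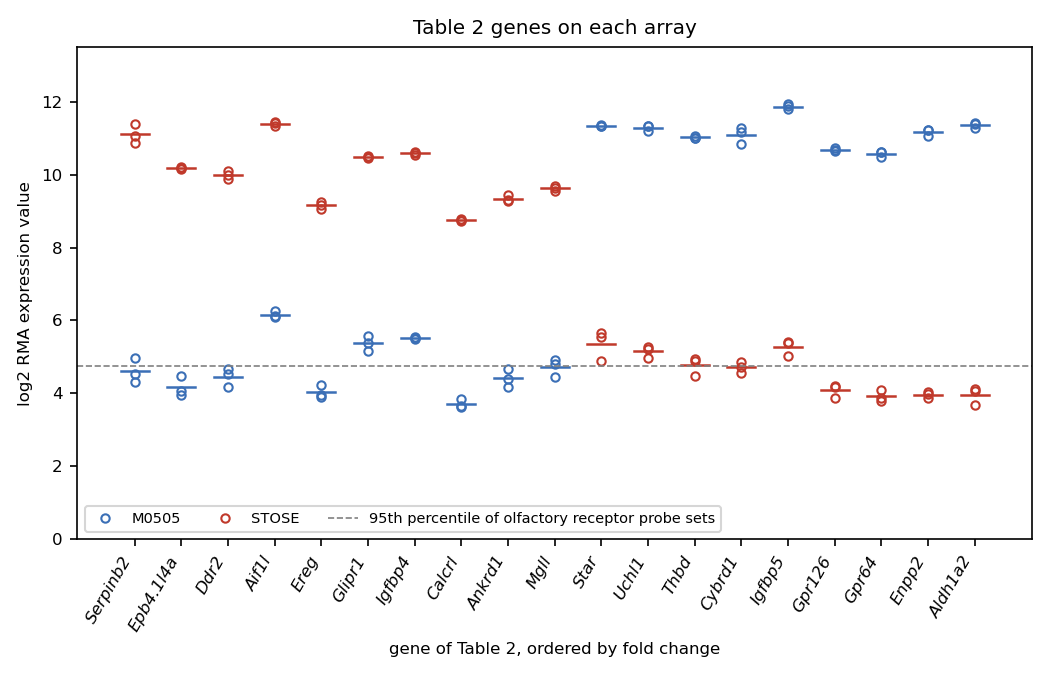
Log2 RMA expression values (vertical axis) of 19 genes of Table 2, ordered by fold change along the horizontal axis. Each circle is 1 array, blue for the 3 M0505 arrays and red for the 3 STOSE arrays, and each bar is the mean of 3 arrays. The arrays of the 2 lines do not overlap for any gene, and the dashed line marks the olfactory receptor 95th percentile of 4.74.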

The top 10 up- and down-regulated genes in STOSE compared to M0505 cells are presented in Table 2. 

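*Ddr2*, a collagen receptor gene on chromosome 1, had a log2 value of 4.45 ± 0.24 (SD, n = 3) in M0505 cells and 9.99 ± 0.12 (SD, n = 3) in STOSE cells. Its linear fold change was 46.4 (log2 fold change 5.53, standard error 0.12, adjusted p = 1.13e-08 from limma), and it ranged from 42.2 to 49.7 with each array left out in turn. *Ereg*, on chromosome 5, rose from 4.03 ± 0.18 to 9.16 ± 0.10, which is 35.1-fold (standard error 0.10 on the log2 scale, adjusted p = 5.98e-09). *Glipr1*, on chromosome 10, rose from 5.38 ± 0.20 to 10.49 ± 0.02, which is 34.6-fold (standard error 0.10, adjusted p = 6.28e-09). *Ankrd1*, on chromosome 19, rose from 4.41 ± 0.25 to 9.34 ± 0.09, which is 30.3-fold (standard error 0.12, adjusted p = 1.67e-08). *Calcr*, the calcitonin receptor gene on chromosome 6, lay under the olfactory receptor 95th percentile in both lines, at 4.05 ± 0.04 and 4.24 ± 0.17, and its 1.14-fold difference was not past the threshold (adjusted p = 0.0994). *Calcrl*, the calcitonin receptor-like gene on chromosome 2, rose from 3.71 ± 0.12 to 8.76 ± 0.04, which is 33.1-fold (standard error 0.07, adjusted p = 2.06e-09). The M0505 means of *Ddr2*, *Ereg*, *Ankrd1* and *Calcrl* also lay under that percentile.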

Interestingly, *Ddr2, Ereg, Glipr1, Calcr*, and *Ankrd1*, all up-regulated in STOSE cells, have been shown to be up-regulated in primary tumors and ovarian cancer cells (21–24). *Igfbp4* has been shown to be down-regulated in primary tumors (25, 26). 

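On the arrays, *Igfbp4*, on chromosome 11, was higher in STOSE cells, at a log2 value of 10.58 ± 0.04 (SD, n = 3) against 5.51 ± 0.03 (SD, n = 3) in M0505 cells. The linear fold change was 33.5 (log2 fold change 5.07, standard error 0.06, adjusted p = 1.42e-09 from limma). It stayed between 33.0 and 34.1 with each array left out in turn.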

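*Serpinb8* and *Serpinb2*, both on chromosome 1, encode serine peptidase inhibitors of the same clade and moved in opposite directions. *Serpinb2* rose from a log2 value of 4.60 ± 0.34 (SD, n = 3) in M0505 cells to 11.11 ± 0.26 in STOSE cells, a linear fold change of 90.7 (standard error 0.18 on the log2 scale, limma adjusted p = 4.06e-08). *Serpinb8* was lower in STOSE cells, at 6.86 ± 0.21 against 8.44 ± 0.08, a linear fold change of −2.99 (standard error 0.11, adjusted p = 4.45e-06) that ranged from −3.16 to −2.75 with each array left out in turn. *Epb4.1l4a*, on chromosome 18, rose from 4.17 ± 0.28 to 10.18 ± 0.03, which is 64.7-fold (standard error 0.13, adjusted p = 8.80e-09). *Aif1l*, on chromosome 2, rose from 6.16 ± 0.10 to 11.40 ± 0.06, which is 37.8-fold (standard error 0.07, adjusted p = 2.01e-09). *Mgll*, on chromosome 6, rose from 4.73 ± 0.24 to 9.63 ± 0.08, which is 29.8-fold (standard error 0.11, adjusted p = 1.37e-08). The M0505 means of *Serpinb2*, *Epb4.1l4a* and *Mgll* lay under the olfactory receptor 95th percentile.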

The other up-regulated genes in STOSE cells: *Serpinb8, Epb41l4a, Aif1l*, and *Mgll* have no known links to ovarian cancer. 

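*Aldh1a2*, on chromosome 9, fell from a log2 value of 11.37 ± 0.07 (SD, n = 3) in M0505 cells to 3.95 ± 0.24 in STOSE cells, a linear fold change of −171 (log2 fold change −7.41, standard error 0.12, limma adjusted p = 3.00e-09). *Enpp2* fell from 11.17 ± 0.08 to 3.96 ± 0.09, which is −147-fold (log2 fold change −7.20, standard error 0.07, adjusted p = 1.42e-09). For both genes the STOSE mean lay under the olfactory receptor 95th percentile. *Igfbp5*, on chromosome 1, fell from 11.86 ± 0.07 to 5.28 ± 0.21, which is −96.1-fold (standard error 0.11, adjusted p = 3.08e-09). *Thbd*, on chromosome 2, fell from 11.02 ± 0.03 to 4.77 ± 0.26, which is −76.1-fold (standard error 0.12, adjusted p = 5.98e-09). *Uchl1*, on chromosome 5, fell from 11.29 ± 0.08 to 5.15 ± 0.17, which is −70.5-fold (standard error 0.09, adjusted p = 2.42e-09). With each array left out in turn, *Igfbp5* ranged from −101-fold to −88.3-fold, *Thbd* from −81.0-fold to −68.7-fold and *Uchl1* from −73.4-fold to −65.9-fold.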

Five of the 10 most down-regulated genes, *Aldh1a2, Enpp2, Lgfbp5, Thbd*, and *Uchl1*, have been previously implicated in ovarian cancer (25, 27–34). 

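The falls of *Gpr64* (named *Adgrg2* in RefSeq, chromosome X) and *Gpr126* (*Adgrg6*, chromosome 10), both adhesion G protein-coupled receptor genes, were of similar size. *Gpr64* fell from a log2 value of 10.58 ± 0.08 (SD, n = 3) in M0505 cells to 3.91 ± 0.15 in STOSE cells, a linear fold change of −101 (standard error 0.09 on the log2 scale, limma adjusted p = 2.00e-09), and *Gpr126* from 10.68 ± 0.05 to 4.09 ± 0.18, a change of −96.6 (standard error 0.09, adjusted p = 2.06e-09). *Cybrd1*, on chromosome 2, fell from 11.09 ± 0.24 to 4.72 ± 0.15, which is −83.0-fold (standard error 0.12, adjusted p = 6.69e-09). The STOSE means of these 3 genes lay under the olfactory receptor 95th percentile. *Star*, a steroidogenic gene, fell from 11.34 ± 0.02 to 5.37 ± 0.41, which is −62.7-fold (standard error 0.17, adjusted p = 4.88e-08), and ranged from −69.1-fold to −53.3-fold with each array left out in turn.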

The remaining genes among these down-regulated candidates have no previous association with ovarian cancer: *Gpr64, Gpr126, Cybrd1, Star, Ncf2*. 

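*Cdkn2b* and *Cdkn2a* are neighbours on chromosome 4 and encode inhibitors of cyclin-dependent kinases. *Cdkn2b* fell from a log2 value of 9.04 ± 0.30 (SD, n = 3) in M0505 cells to 5.29 ± 0.32 in STOSE cells (log2 fold change −3.75, standard error 0.19, limma adjusted p = 8.61e-07), and its linear fold change stayed between −14.7 and −11.8 with each array left out in turn. *Cdkn2a* fell from 7.84 ± 0.08 to 5.30 ± 0.21 (log2 fold change −2.54, standard error 0.10, adjusted p = 3.27e-07), with a range of −6.22-fold to −5.39-fold. Of the other 26 genes within 2 Mb of *Cdkn2a* in GRCm38.p6, 1 was called lower (*Ptplad2*, log2 fold change −1.62, standard error 0.11) and 1 higher (*Ifnz*, 1.04, standard error 0.13, with 0.88 without STOSE replicate 1 and 0.61 with the mean of its probe sets, both under 2-fold). *Mtap*, the gene next to *Cdkn2a*, was higher in STOSE cells by 0.90 on the log2 scale (standard error 0.07, adjusted p = 1.27e-05), which is under 2-fold. Both lines lay under the olfactory receptor 95th percentile for 13 of the 26 genes. The cyclin gene *Ccna2*, on chromosome 3, rose from 10.16 ± 0.11 to 11.18 ± 0.05, a linear fold change of 2.02 (standard error 0.07 on the log2 scale, adjusted p = 5.43e-06) that lay close to the 2-fold threshold. Its log2 fold change was 0.96 after a further quantile normalization, 0.97 without M0505 replicate 3 and 0.997 without STOSE replicate 2, each of them under 2-fold. *Ccnd1*, on chromosome 7, rose from 8.83 ± 0.44 to 11.46 ± 0.03, a linear fold change of 6.19 (standard error 0.19, adjusted p = 6.17e-06), and ranged from 5.66-fold to 7.38-fold, the highest value being that without M0505 replicate 1. In a list of 40 cell proliferation genes written before the data were examined, all 40 were higher in STOSE cells, 21 of them past the threshold, and none was past it in the other direction. The median log2 fold change of the list was 1.05 (adjusted p = 2.73e-12 from limma's camera test over 16 lists, two-sided). At the adjusted p alone 38 of the 40 genes passed over all genes, and 38 passed adjusted over the list alone. Of the alternatives, the correlation between genes moved this test most. The call held under limma's fry test (adjusted p = 0.000121) and did not hold when camera estimated the correlation between genes from these arrays (adjusted p = 0.305).

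**Figure D2:**
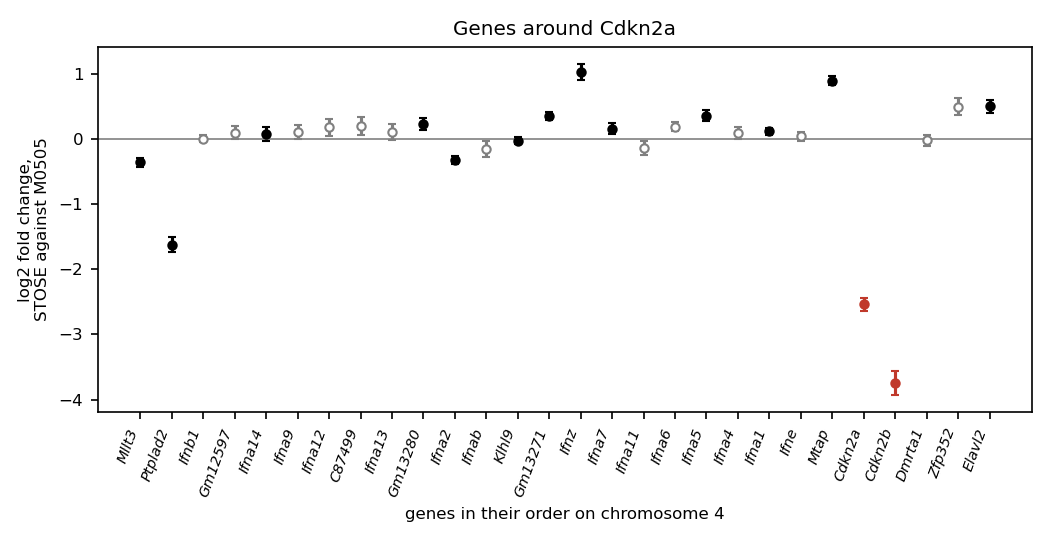
Log2 fold change of STOSE against M0505 (vertical axis) for the 28 genes within 2 Mb of *Cdkn2a*, in their order on chromosome 4 (horizontal axis). Points are estimates from 3 arrays per line and bars are standard errors, *Cdkn2a* and *Cdkn2b* are red, and open grey circles are genes with both lines under the olfactory receptor 95th percentile. *Cdkn2a* at −2.54 and *Cdkn2b* at −3.75 lie below every other gene of the region.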

In accord with the more rapid proliferation of STOSE cells, two negative regulators of Cdk4, *Cdkn2b* and *Cdkn2a*, are down-regulated in STOSE cells 13.4- and 5.8-fold, respectively, and both *Ccna2* and *Ccnd1* are up-regulated (2.02- and 6.2-fold).

**Table 2:** **Differential gene expression in STOSE cells as compared to early passage M0505 cells**.

Gene symbol	Gene name	Linear fold change	Publications relating these genes to ovarian cancer
*Serpinb2*	Serine (or cysteine) peptidase inhibitor, clade B, member 2	90.7	Unknown
*Epb4.1l4a*	Erythrocyte protein band 4.1-like 4a	64.7	Unknown
*Ddr2*	Discoidin domain receptor family, member 2	46.4	(22)
*Aif1l*	Allograft inflammatory factor 1-like	37.8	Unknown
*Ereg*	Epiregulin	35.1	(21)
*Glipr1*	GLI pathogenesis-related 1 (glioma)	34.6	(23)
*Igfbp4*	Insulin-like growth factor binding protein 4	33.6	(25)
*Calcrl*	Calcitonin receptor-like	33.1	(26)
*Ankrd1*	Ankyrin repeat domain 1 (cardiac muscle)	30.4	(24)
*Mgll*	Monoglyceride lipase	29.8	Unknown
*Ncf2*	Neutrophil cytosolic factor 2	−61.7	Unknown
*Star*	Steroidogenic acute regulatory protein	−62.7	Unknown
*Uchl1*	Ubiquitin carboxy-terminal hydrolase L1	−70.5	(28, 32)
*Thbd*	Thrombomodulin	−76.2	(27)
*Cybrd1*	Cytochrome *b* reductase 1	−83.0	Unknown
*Igfbp5*	Insulin-like growth factor binding protein 5	−96.1	(25, 32–34)
*Gpr126*	G protein-coupled receptor 126	−96.6	Unknown
*Gpr64*	G protein-coupled receptor 64	−101.3	Unknown
*Enpp2*	Ectonucleotide pyrophosphatase/phosphodiesterase 2	−147.3	(30, 31)
*Aldh1a2*	Aldehyde dehydrogenase family 1, subfamily A2	−170.6	(29)

The Cancer Genome Atlas (TCGA) ovarian carcinoma array is a whole genome array database with analysis of 570 human HGSC tumors. 

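When the genes past the threshold were ranked by fold change, *Ccnd1* ranked 99 among the 1000 genes higher in STOSE cells. *Cdkn2a* ranked 299 and its neighbour *Cdkn2b* ranked 115 among the 1548 genes lower in STOSE cells. For each of the 3 genes, no STOSE array overlapped an M0505 array.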

The TCGA array dataset was analyzed by the Cancer Genome Research Analysis Network and two of the top gene changes in the STOSE cell microarray were among those reported in the pathways most frequently altered in ovarian carcinomas (35): downregulation of *Cdkn2a* (−5.8) and overexpression of *Ccnd1* (+6.2). Overexpression of *Ccnd1* is strongly correlated to decreased progression free survival (36) and loss of *Cdkn2a* through mutation or hypermethylation has also been shown in human ovarian carcinomas (35, 37–39). Ingenuity pathway analysis (IPA) was used to identify functionally related clusters of gene expression differences from the microarray data. IPA analysis revealed possible aberrant Wnt/β-catenin and Nf-κB signaling in STOSE cells. 

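The gene sets of Ingenuity were not used here. In their place, lists of Wnt and Nf-κB genes were written before the data were examined and tested with limma's camera test, two-sided, with adjustment over the 16 lists tested. Of 27 Wnt ligands and receptors, 10 were lower and 2 were higher in STOSE cells, and the median log2 fold change was −0.50 (adjusted p = 0.00138). The largest fall among them was that of *Wnt2* (log2 fold change −4.70, standard error 0.10, adjusted p = 1.06e-08). At the adjusted p alone, 21 of the 27 passed over all genes and 21 adjusted over the list alone. The 26 Wnt signaling inhibitors were not past the threshold of camera, which asks whether a list changed more than other genes. Their median was 0.03, their mean was −0.57 and the direction of the test was down (adjusted p = 0.212), with 6 genes lower and 0 higher past the threshold, and 16 genes past the adjusted p both over all genes and adjusted over the list alone. The 25 Wnt/β-catenin target genes were not past the threshold as a group either, with a median of 0.23, a mean of −0.07 and a test direction of up (adjusted p = 0.481). Among the targets *Ccnd1*, *Cd44* and *Ephb3* were higher, and *Axin2*, *Lef1*, *Lgr5* and *Notum* were lower. By the adjusted p alone 21 targets passed over all genes and 22 adjusted over the list alone. Of 36 Nf-κB target genes, 5 were higher and 4 were lower, the median was 0.20 and the mean 0.03 (test direction up, adjusted p = 0.167), with 27 genes past the adjusted p over all genes and 28 adjusted over the list alone. The 5 were *Ccl20*, *Csf1*, *Nfkb1*, *Nfkb2* and *Ptgs2*, and the 4 were *Icam1*, *Lcn2*, *Plau* and *Saa3*. Some calls lay close to 2-fold. Without M0505 replicate 3 the log2 fold changes of *Ephb3* (0.98), *Nfkb1* (0.95), *Nfkb2* (0.996) and *Ptgs2* (0.94) were under it, as were those of *Ephb3* (0.94), *Nfkb1* (0.99) and *Nfkb2* (0.98) without STOSE replicate 1 and that of *Ptgs2* (0.98) without M0505 replicate 2. *Notum*, at a log2 fold change of −1.92, was at −0.98 with the mean of its probe sets. Under fry all 4 lists passed (adjusted p = 5.44e-06, 0.000121, 0.0318 and 0.00465, in the order given). With the correlation between genes estimated from these arrays none did (0.169, 0.384, 0.692 and 0.384). From the clusters of expression differences that Ingenuity returned, the paper proposes that signaling through both pathways is aberrant in STOSE cells.

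**Figure D3:**
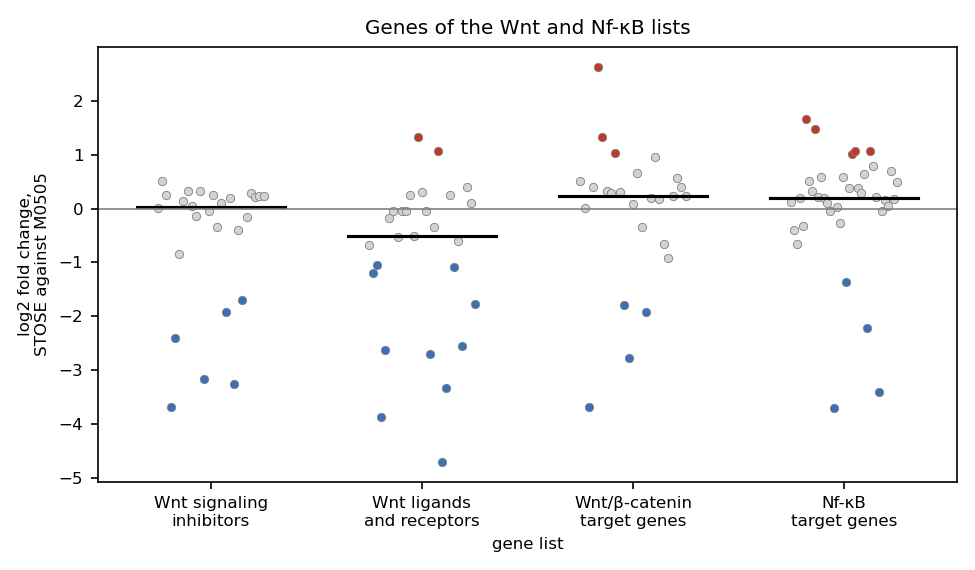
Log2 fold change of STOSE against M0505 (vertical axis) for each gene of 4 lists (horizontal axis). Points are single genes, spread sideways in alphabetical order, red where called higher, blue where called lower and grey otherwise, and black bars are medians. The median of the Wnt ligands and receptors lies at −0.50 and those of the other lists between 0.03 and 0.23.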

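Of the secreted frizzled-related protein genes, *Sfrp1*, on chromosome 8, fell from a log2 value of 11.76 ± 0.13 (SD, n = 3) in M0505 cells to 8.49 ± 0.05 in STOSE cells, a linear fold change of −9.61 (standard error 0.08 on the log2 scale, limma adjusted p = 1.45e-08). *Frzb*, on chromosome 2, fell from 6.86 ± 0.42 to 3.71 ± 0.20, a linear fold change of −8.92 (standard error 0.20, adjusted p = 2.93e-06), and its STOSE mean lay under the olfactory receptor 95th percentile. *Sfrp4*, on chromosome 13, fell from 6.62 ± 0.27 to 4.91 ± 0.20, which is −3.26-fold (standard error 0.14, adjusted p = 1.77e-05). With each array left out in turn, *Sfrp1* ranged from −10.1-fold to −9.32-fold, *Frzb* from −10.6-fold to −8.17-fold and *Sfrp4* from −3.57-fold to −2.96-fold.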

The expression of multiple genes associated with Wnt signaling are significantly altered including *Cdkn2a* and downregulation of Wnt signaling inhibitors *Sfrp1* and *Frzb*. Genes differentially expressed in the Nf-κB pathway include *Spp1, S100a4, IkBk*ε, and *Ccnd1*. 

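*Spp1*, on chromosome 5, rose from a log2 value of 7.55 ± 0.14 (SD, n = 3) in M0505 cells to 10.37 ± 0.07 in STOSE cells, a linear fold change of 7.07 (standard error 0.08 on the log2 scale, limma adjusted p = 4.55e-08). *S100a4*, on chromosome 3, rose from 8.31 ± 0.04 to 10.67 ± 0.07, which is 5.13-fold (standard error 0.06, adjusted p = 2.41e-08). *Ikbke*, on chromosome 1, was lower in STOSE cells, at 6.94 ± 0.08 against 8.35 ± 0.09, a linear fold change of −2.66 (standard error 0.07, adjusted p = 9.03e-07) that ranged from −2.73 to −2.57 with each array left out in turn.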

Interestingly, *Ccdn1* is associated with both Wnt/β-catenin and Nf-κB signaling. Validations of *Cdkn2a* and *Ccnd1*, as well as Wnt/β-catenin and Nf-κB-related genes were performed by quantitative RT-PCR on three microarray-independent samples of M0505 and STOSE cells (Figure 3).

**Figure 3:**
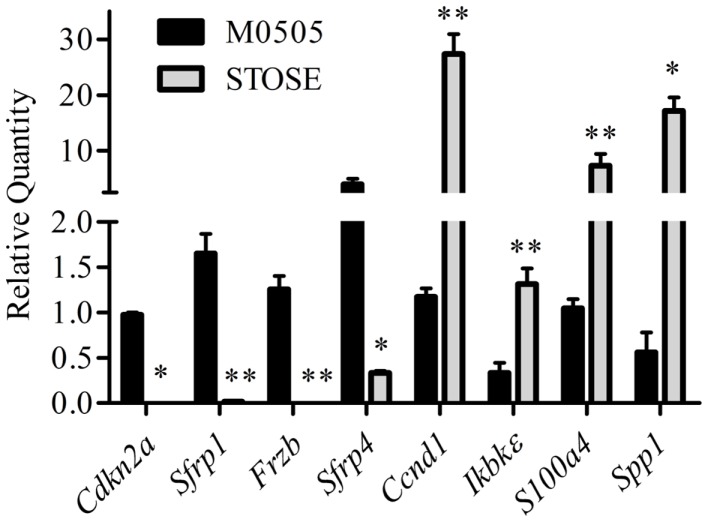
**Validation of genes differentially expressed in STOSE cells related to Wnt/β-catenin and Nf-κB signaling or in common with TCGA ovarian carcinoma arrays**. Quantitative RT-PCR analysis for *Cdkn2a, Sfrp1, Frzb, Sfrp4, Ccnd1, Ikbk*ε*, S100a4, and Spp1* expression is presented for M0505 and STOSE cells (*n* = 3). Samples used for validation are independent of those used for microarray analysis. Error bars represent SEM and *p < 0.05, **p < 0.01 by Student’s*t*-test.

### STOSE cells produce HGSC tumors in both SCID and syngeneic FVB/N mice

Given that STOSE cells exhibit transformed characteristics *in vitro*, their *in vivo* tumorigenicity was assessed using immunocompromised SCID mice and the syngeneic strain of mice, FBV/N. When STOSE cells (1 × 10^7^) were injected IP into four SCID mice, tumors formed in all mice (4/4) with a median endpoint of 47 days. Tumors were collected from most organs within the peritoneal cavity and the average total tumor burden was 2.22 ± 0.21 g per mouse. All SCID mice had ascites with an average volume of 5.25 ± 0.63 mL. Following IP injection of STOSE cells into immunocompetent syngeneic hosts, STOSE cells were tumorigenic in all FVB/N mice (4/4) with a median endpoint of 48 days. Necropsy revealed tumors throughout the peritoneal cavity and an average total tumor burden of 3.06 ± 0.21 g per mouse, not different from the tumors in SCID mice. All STOSE-injected FVB/N mice had ascites with an average volume of 3.08 ± 0.92 mL, also not significantly different from SCID mice (*n* = 4, *p* = 0.98). Intraperitoneal injection of 1 × 10^7^ M0505 cells into FVB/N mice did not result in tumor formation in 107 days (0/6 mice).

Spontaneously transformed OSE-derived tumors from both SCID and FVB/N mice were analyzed by H and E staining for morphological classification (Figure 4A) and immunohistochemistry for expression of markers commonly found in human ovarian cancers (Figure 4B). Tumor morphology was mixed including regions of mucinous, undifferentiated, and papillary serous structures. The most common morphologies are presented in Figure 4A. To confirm an epithelial origin, tumors were stained for epithelial cytokeratins using a pan-CK antibody. Both SCID and FVB/N tumors have strong positive pan-CK staining. Wilms tumor-1 (WT1) positivity is a hallmark of HGSC (40), and all STOSE tumors stained strongly for WT1. Given the WT1 positivity, the tumors were examined for expression of another marker of HGSC, PAX8. All STOSE tumors had strong PAX8 expression. To exclude a granulosa cell origin of STOSE tumors, the expression of the granulosa cell marker inhibin was determined. No tumors expressed inhibin. Thus, STOSE-derived tumors have a pan-CK+, WT1+, inhibin−, PAX8+ profile, indicating that the STOSE tumors resemble HGSC. Since almost 100% of HGSC cases present with p53 mutations (9), DNA sequencing was performed on all 11 exons of the p53 gene in STOSE cells and no mutations were found (data not shown).

**Figure 4:**
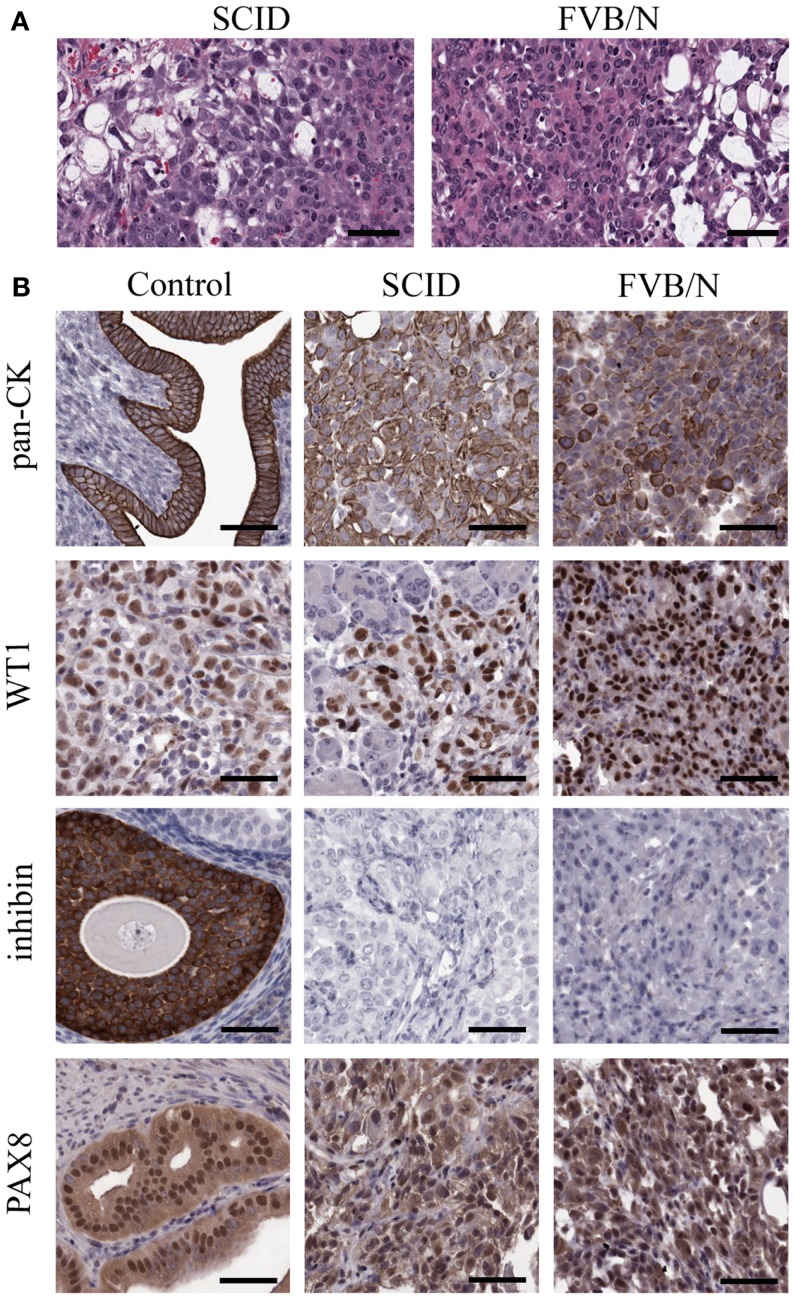
**STOSE produce high-grade serous epithelial tumors in both SCID and syngeneic FVB/N mice**. Tumors were fixed in formalin and set in paraffin blocks; 5 μm sections were used for immunohistochemistry on SCID and FVB/N STOSE cell-derived tumors. **(A)** Hematoxylin and eosin staining of STOSE cell-derived tumors. Scale bars = 100 μm. **(B)** Detection of the epithelial tumor marker, cytokeratin is presented with uterus as a positive control. Wilms tumor-1 (WT1) is a marker of HGSC and is shown with a human high-grade serous ovarian carcinoma as a control. Detection of the granulosa cell and sex-cord stromal tumor marker, inhibin, is shown with granulosa cells as a positive control. PAX8 expression is shown with a fallopian tube (oviduct) positive control. Scale bars = 50 μm.

### STOSE cells retained a population of SCA1+ cells that exhibit greater malignant potential

We have recently identified SCA1 as a marker of a defined stem-like population in the OSE (18). Flow cytometry confirmed that the parental M0505 cell line contains an average SCA1+ population of 14.5 ± 1.4% (*n* = 6). Interestingly, STOSE cells have retained a smaller SCA1+ population, on average 5.8 ± 0.8% (*n* = 11, Figure 5A). To determine if SCA1+ and SCA1− cells exhibit a difference in malignant potential *in vitro*, M0505 and STOSE cells were sorted for SCA1 expression and assayed for colony forming efficiency in soft agar. SCA1+ STOSE cells formed significantly more colonies than SCA1− STOSE cells (*p* < 0.05, Figure 5B).

**Figure 5:**
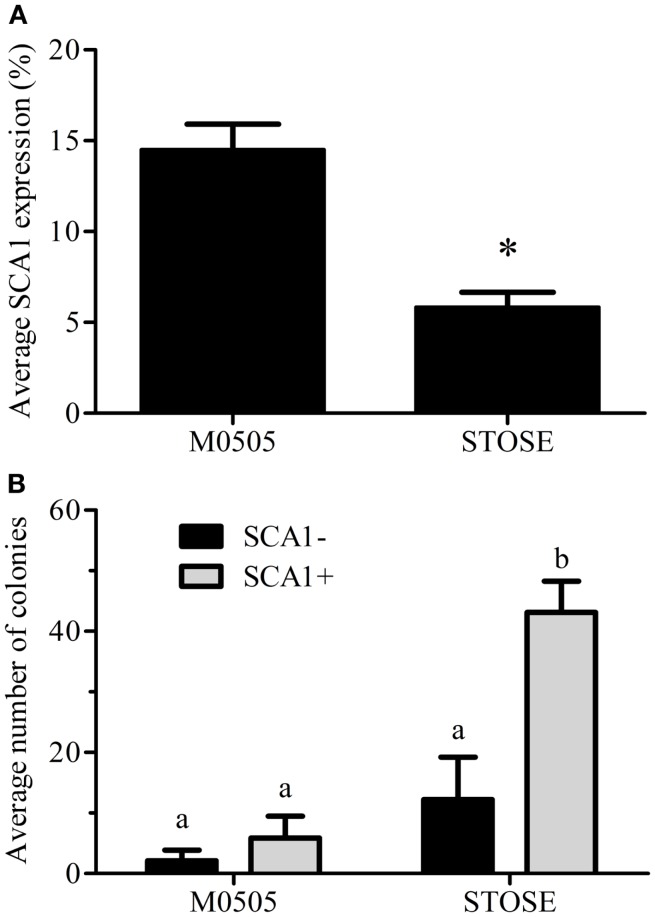
**A SCA1+ population is present in STOSE cells**. **(A)** Percentage of SCA1+ cells in M0505 (*n* = 6) and STOSE (*n* = 11) cells as assessed by flow cytometry. *p < 0.01, Student’s *t*-test. **(B)** Quantification of colony formation in soft agar by SCA1+ and SCA1− M0505 and STOSE cells. Colonies were counted using ImageJ software 7 days after seeding 2.5 × 10^4^ cells in soft agar. The average number of colonies in five fields of view is presented (*n* = 3). ANOVA was used to determine significance; bars with different letters are significantly different.

Since SCA1+ STOSE cells exhibit a more malignant phenotype *in vitro*, SCA1+ STOSE cell malignancy was tested *in vivo*. To determine if SCA1 marks cells with enhanced ability to initiate tumors, SCA1+ and SCA1− STOSE cells (4 × 10^4^) were injected IB into 29 FVB/N mouse ovaries, 15 with SCA1− cells and 14 with SCA1+ cells. SCA1+ STOSE cells initiated tumorigenesis faster than SCA1− STOSE cells with the median times to a palpable tumor of 19 (*n* = 15) and 27 days (*n* = 14), respectively (*p* < 0.01, Figure 6A). There was no difference in total tumor burden between the two groups when the mice were euthanized 116 days after STOSE cell injection, with mice having a tumor burden of 2.70 ± 0.53 g (*n* = 7) for SCA1− tumors vs. 2.72 ± 0.32 g (*n* = 6) for SCA1+ tumors. At that time point, SCA1+ and SCA1− STOSE tumors also showed a similar degree of tumor dissemination, metastasizing consistently to the uterus, stomach, diaphragm, small and large intestines, spleen, and pancreas.

**Figure 6:**
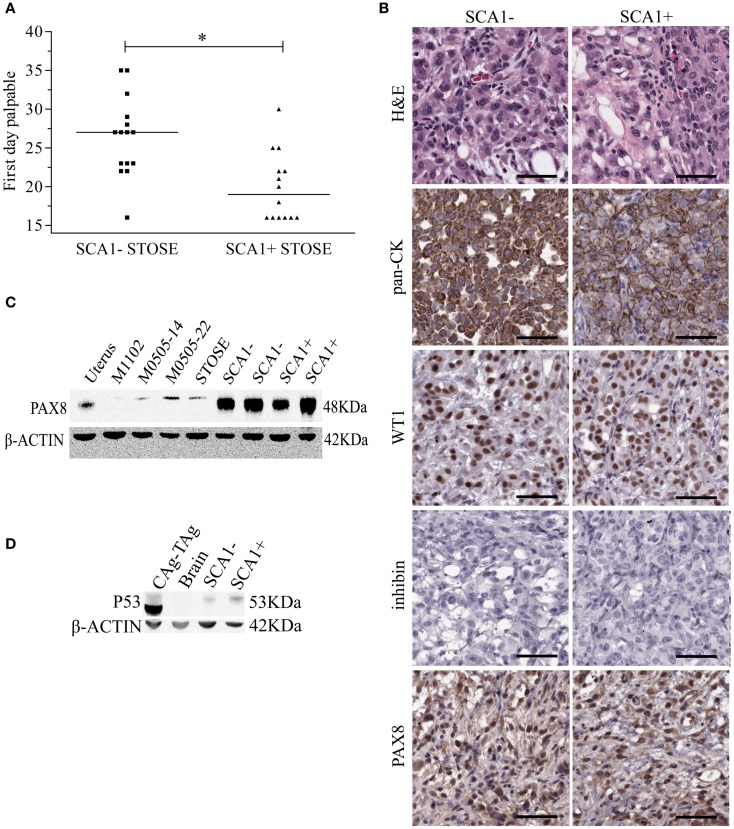
**SCA1+ STOSE cells initiate HGSC tumorigenesis faster than SCA1− STOSE cells**. Flow cytometric sorting was used to separate SCA1+ and SCA1− STOSE cells. SCA1+ (*n* = 14) and SCA1− (*n* = 15) STOSE cells were injected intrabursally into FVB/N mouse ovaries (4 × 10^4^ cells/ovary). **(A)** The first day ovarian tumors were palpable after day of injection (day 0) is presented and represents the initiation of tumorigenesis. Black lines represent median values. *p < 0.01, Student’s *t*-test. **(B)** Hematoxylin and eosin (H&E) staining and immunohistochemical staining of pan-cytokeratin (CK), WT1, inhibin, and PAX8, all commonly used markers to subtype ovarian carcinoma. Scale bars = 50 μm. **(C)** PAX8 (48 kDa) expression in cell lines and STOSE-derived SCA1+ and SCA1− tumors. Lane 1 is uterus from a wild-type FVB/N mouse as a positive control. Lane 2 is the normal M1102 OSE cell line as a negative control. Lanes 3–4 are passage 14 and 22 M0505 cells and lane 5 is STOSE cells. Lanes 6–7 and 8–9 represent tumors derived from SCA1− and SCA1+ STOSE cells, respectively. β-actin (42 kDa) was used as a loading control. **(D)** P53 (53 kDa) expression in STOSE-derived SCA1+ and SCA1− tumors. Lane 1 is a T-antigen expressing CAg–TAg tumor as a positive control. Lane 2 is brain from a wild-type FVB/N as a negative control. Lane 3–4 represents STOSE-derived SCA1− and SCA1+ tumors, respectively.

To determine if the increased initiation rate in SCA1+ compared to SCA1− STOSE tumors resulted in different histological presentation, immunohistochemistry was performed using markers of HGSC. Both SCA1+ and SCA1− STOSE tumors are pan-CK+, WT1+, inhibin−, and PAX8+ (Figure 6B), with no gross histological differences evident between SCA1+ and SCA1− tumors. Western blot analysis confirmed strong PAX8 positivity in both SCA1+ and SCA1− STOSE tumors (Figure 6C), relative to the positive control, normal uterine tissue, and to the low level of expression seen in M0505 and STOSE cells cultured *in vitro*. An independent non-tumorigenic normal OSE cell line, M1102, was used as a negative control. Expression of p53 in SCA1+ and SCA1− STOSE-derived tumors was determined using western blot analysis. SCA1+ and SCA1− tumors were positive for p53 expression (Figure 6D).

## Discussion

There is substantial need for new models of HGSC that have similar expression profiles, chromosomal aberrations, and histological features characteristic of human HGSC. These models should also account for the multiple origins of HGSC in order to effectively narrow down screening targets based on the tissue of origin. The body of work presented here describes the production and characterization of a STOSE cell line. STOSE cells have lost characteristic epithelial “cobblestone” morphology, have a greatly increased proliferation rate, and form colonies in soft agar. Interestingly, there is aneuploidy in both M0505 and STOSE cells, suggesting that aneuploidy may have preceded transformation. Linear fold changes calculated from M0505 and STOSE cell microarray data revealed that STOSE cells have differentially expressed genes that are consistent with human HGSC tumor samples and previous studies on ovarian cancer cell lines. Tumors with an immunohistochemical profile of HGSC formed in all immunocompromised SCID and syngeneic FVB/N mice following IP STOSE cell injections, confirming the potential for STOSE cells to be used as a syngeneic model of HGSC. Finally, STOSE cells that express SCA1 appear to be more aggressive, with increased colony forming efficiency *in vitro* and faster tumor initiation *in vivo*.

Recent reviews have discussed the pros and cons of current models of HGSC (5, 9, 10). Current models have focused on the use of transgenics, xenografts of human cancer cells, and OSE cells transformed by genetic engineering in attempts to model HGSC. These models have had some success in modeling HGSC as well as low-grade serous, endometrioid, and granulosa cell-derived tumors, although results of these studies are highly variable and commonly have strain-dependent phenotypes (5). Most transgenics have focused on the use of the anti-Mullerian hormone type II receptor (*Amhr2* or MISIIR) promoter to drive tumor suppressor knockout or oncogene activation, but its expression in granulosa cells as well as both ovarian epithelium and fimbria can confound the results and make the origins of such cancers unclear (5). Human xenografts into immune-compromised mice have provided much knowledge on the metastasis and chemoresistance of human tumors. The lack of an immune system can limit some uses of these models, which do not accurately represent the human tumor microenvironment in which the immune system has a critical role in tumor progression and response to treatment (9, 10). Genetically engineered OSE cells have provided much insight into genes that are sufficient to transform OSE cells (41, 42), but their involvement in HGSC initiation or progression is unknown and manipulating such genes may not represent the natural progression of disease.

The STOSE cells reported here join a number of other spontaneously transformed rat (ROSE) (43, 44) and mouse OSE cell lines that have been previously reported. Syngeneic mouse models include ID8, IF5, IG10, L-MOSE, and MOSEC cells (45–48). These models are all tumorigenic in immunocompetent mice and allow the study of immunologic parameters as well as serve as a resource to test immunotherapies in ovarian cancer (48). Spontaneous models are beneficial since they arise from specific cell types, so their origins are clear (49). All of the models derived from spontaneously transformed OSE cell lines have yielded poorly differentiated epithelial carcinomas, but have not been examined further to confirm their histologic identity as it compares with human tumors. Those lines tested have shown gene expression profiles similar to human (3, 50).

The STOSE model is the first spontaneous HGSC model, as confirmed by the expression of immunohistochemical markers (pan-CK+, WT1+, inhibin−, PAX8+), consistent with human ovarian carcinomas (2, 40). The expression of WT1 and PAX8, commonly used to diagnose HGSC, help to confirm that OSE cells have the ability to spontaneously transform into HGSC. PAX8 positivity in human HGSC is one of the characteristics used to support a fimbrial origin of HGSC (2). It is well-established as a marker of fimbrial epithelium and, due to its expression in HGSC, much research has now focused on the fimbrial epithelium (2, 4). Recently, a report has shown that PAX8+ tumors can be produced from transformed hilum cells that originate in the ovary, providing additional evidence that the OSE cells can be an origin of HGSC (4). Although OSE cells have little to no PAX8 expression, our results show that both the untransformed M0505 cells as well as the STOSE cells had a low level of expression of PAX8+ (Figure 6C), suggesting that early acquisition of PAX8 expression in the M0505 cells may have facilitated the transformation of these cells. Further study of PAX8 and its function in M0505 and STOSE cells will help delineate its role in the transformation process.

The STOSE model is also the first syngeneic ovarian cancer model in the FVB/N strain of mice. All previous spontaneously transformed mouse OSE cells have been derived from C57Bl/6 mice (32, 45, 46, 48). Most spontaneous models have been produced by IP injection into syngeneic hosts, abrogating the ability to study metastasis from a specific site. The ovarian bursa is a controlled and distinct microenvironment and we have previously shown that, while tumor histology is not different when cells are injected into this location, it is an effective means to identify more invasive cells, as only aggressive cells can invade the ovary and/or breach the bursal membrane (51). Injecting cells under the bursal membrane also provides the ability to study the immune parameters associated with metastasis that could enable the production of immune therapies to prevent metastasis. The spontaneous ID8 model has produced peritoneal metastases following IB injection into their syngeneic C57Bl/6 strain of origin (52). The STOSE model also forms extensive peritoneal metastases following IB injection, making STOSE the first metastatic HGSC model in the FVB/N strain. Having spontaneous models in multiple strains is an important resource to enable investigators to show that the efficacy of a therapeutic strategy is independent of strain background, greatly improving the translation of therapeutic strategies.

Spontaneously transformed OSE cells are aneuploid and have gene expression changes consistent with human ovarian cancer. Aneuploidy is common in many cancers including ovarian cancers (19, 39, 45, 46, 53). Aneuploidy is a prognostic determinant in HGSC since severe aneuploidy is associated with poor outcome (53). STOSE cells have a high degree of aneuploidy, characterized by triploid and polyploid cells. Furthermore, the loss of genomic stability in both M0505 and STOSE cells as seen by aneuploidy may have been an early event leading to transformation that may explain the tumorigenic capacity of STOSE cells. Loss of chromosome 3, which contains many tumor suppressors, is seen in both M0505 and STOSE cells. 

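In the RefSeq annotation of GRCm38.p6 the mouse gene *Lrrc3b* lies on chromosome 14. It had a log2 value of 5.85 ± 0.36 (SD, n = 3) in M0505 cells and 4.43 ± 0.12 (SD, n = 3) in STOSE cells, the latter under the olfactory receptor 95th percentile. The linear fold change was −2.69 (log2 fold change −1.43, standard error 0.16, limma adjusted p = 0.000106) and ranged from −2.97 to −2.34 with each array left out in turn. Against a change of 2-fold in place of none, limma's treat test gave an adjusted p of 0.183. Tested as sets, the 712 genes of chromosome 14 had a median log2 fold change of −0.06 relative to the median of all genes (adjusted p = 0.0268 from limma's camera test over 21 chromosomes), and the 941 genes of chromosome 3 a relative median of 0.10 (adjusted p = 0.00422). Leaving out the dimmer 50% of the genes moved these values most, to −0.32 and 0.34, which were −0.36 to −0.32 and 0.34 to 0.35 over the single STOSE arrays. Without the subtraction of the median of all genes, the median of chromosome 14 over all its genes was 0.02. The paper reports chromosome 3 as lost in both lines, and a ratio of STOSE to M0505 cells cannot show a shared loss. Fry asks whether the genes of a set moved in a shared direction, without comparison to other genes. It passed 19 of the 21 chromosomes, chromosomes 3 and 14 among them. Chromosome Y passed too (fry adjusted p = 0.00721), with a median of 0.08 before the subtraction, close to that of all genes. A pass under fry may thus reflect a shift shared by all genes.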

Haploinsufficiency of chromosome 3 tumor suppressors such as *Lrrc3b* (fold change of −2.69 in STOSE cells) may underlie transformation (54). Similarly, chromosome 8 is lost in M0505 and STOSE cells and it has been shown to contain ovarian cancer susceptibility loci, allelic loss of which may have contributed to transformation (55, 56). Three down-regulated genes in STOSE cells, *Enpp2, Sfrp1*, and *Star* are all located on chromosome 8. 

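In GRCm38.p6 *Sfrp1* and *Star* lie on mouse chromosome 8 and *Enpp2* lies on mouse chromosome 15. The 962 genes of chromosome 8 had a median log2 fold change of 0.05 relative to the median of all genes and were not past the threshold as a set (adjusted p = 0.474 from camera), while fry, which passed 19 of the 21 chromosomes, gave an adjusted p of 0.0027. A ratio of STOSE to M0505 cells cannot show a loss that both lines share. The median therefore does not test the loss of chromosome 8 that the paper reports in both lines. On this chromosome 63 genes were called higher and 76 lower. When the 535 genes in the brighter 50% were put in their order, the first 137 had a relative median of −0.44 (−0.46 to −0.40 over the single STOSE arrays) and the following 398 a relative median of 0.31 (0.30 to 0.33). This difference between the parts had a permutation p of 1e-04, the smallest that 9999 permutations can give, and an adjusted p of 4e-04 over 20 chromosomes. The place where the parts meet was found from these data. *Sfrp1* and *Star* were genes 79 and 90 in this order and so lay in the lower part, and both fell by more than that part.

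**Figure D4:**
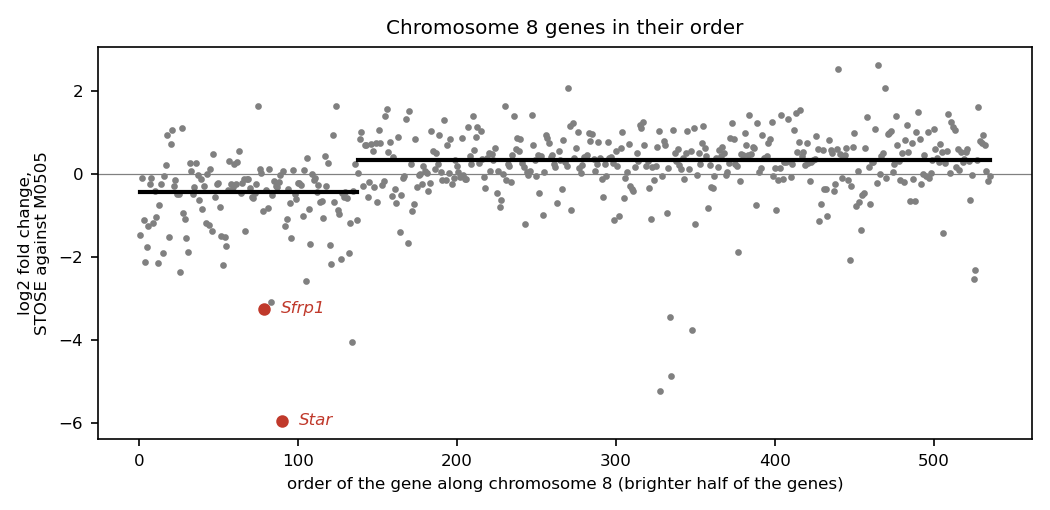
Log2 fold change of STOSE against M0505 (vertical axis) for the 535 brighter genes of chromosome 8, in their order along the chromosome (horizontal axis). Grey points are single genes, red points are *Sfrp1* and *Star*, and black bars are the medians of the first 137 and the following 398 genes. The first bar lies below 0 and the other above it.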

Loss of chromosome 8 in M0505 cells may have been an early event in transformation (30, 57).

Ingenuity pathway analysis of microarray data revealed gene expression changes related to Wnt/β-catenin signaling in STOSE cells suggesting signaling in the Wnt pathway might be aberrant. Many of the down-regulated genes in STOSE cells are associated with Wnt/β-catenin signaling and have been associated with loss of heterozygosity or promoter methylation in ovarian cancer, including *Fzd4, Sfrp1*, and *Axin2* (58–61). 

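*Fzd4*, a Wnt receptor gene on chromosome 7, fell from a log2 value of 10.14 ± 0.09 (SD, n = 3) in M0505 cells to 7.52 ± 0.19 in STOSE cells, a linear fold change of −6.14 (standard error 0.10 on the log2 scale, limma adjusted p = 2.06e-07). *Axin2*, on chromosome 11, is both an inhibitor and a target of Wnt/β-catenin signaling and fell from 9.81 ± 0.12 to 6.13 ± 0.18, which is −12.8-fold (standard error 0.10, adjusted p = 3.46e-08). With each array left out in turn, *Fzd4* ranged from −6.49-fold to −5.72-fold and the log2 fold change of *Axin2* ranged from −3.75 to −3.58.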

Interestingly, *Cdkn2a* is down-regulated in 30% of HGSC cases and *Ccnd1* is amplified in 4% of the cases, according to TCGA ovarian carcinoma array (35). STOSE cells have a similar expression pattern of *Cdkn2a* and *Ccnd1*. *Cdkn2a* and *Ccnd1* are both associated with Wnt/β-catenin signaling. *Ccnd1* is a well-established target gene of β-catenin signaling and has a role in promoting cell cycle progression, while *Cdkn2a* encodes a cell cycle inhibitor that is suppressed by β-catenin (35, 62, 63). Due to the association of these two genes with human HGSC and aberrant Wnt signaling in STOSE cells, further study of the role of *Cdkn2a, Ccnd1*, and Wnt/β-catenin signaling is needed to understand the role Wnt/β-catenin signaling in the transformation of M0505 cells into STOSE cells or in the tumorigenic capacity of STOSE cells. A greater understanding of this pathway may translate to greater knowledge on the initiation and progression of HGSC.

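Among all 20405 genes the lowest log2 fold changes were those of *Aldh1a2* and *Enpp2*. They differed by −0.21 with a standard error of 0.09 from the replicate arrays. The STOSE means of both, 3.95 and 3.96, lay under the olfactory receptor 95th percentile, so the order of the 2 genes rests mostly on their M0505 means of 11.37 and 11.17. With each array left out in turn, the linear fold change of *Aldh1a2* ranged from −180 to −155 and that of *Enpp2* from −152 to −142. *Aldh1a2* had the lowest log2 fold change of all genes in 8 of 8 other settings, which were a further quantile normalization, the ratio of linear means and the 6 fits without 1 array. Settings that move both genes alike were not counted.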

Interestingly, *Aldh1a2* is the most down-regulated gene in STOSE cells (−170.58 fold). *Aldh1a2* is involved in retinoic acid (RA) biosynthesis and has been shown to have ubiquitous expression in the human ovarian surface epithelium (2, 29). The RA-receptor β (*Rar*β) is also down-regulated in STOSE cells (−10.80 fold) suggesting multiple aspects of RA signaling are lost. 

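*Rarb*, on chromosome 14, fell from a log2 value of 7.82 ± 0.79 (SD, n = 3) in M0505 cells to 4.38 ± 0.18 in STOSE cells, a linear fold change of −10.8 (log2 fold change −3.43, standard error 0.33, limma adjusted p = 4.06e-05). The STOSE mean lay under the olfactory receptor 95th percentile, and the fold change ranged from −12.7 to −7.86, the smallest fall being that without M0505 replicate 1, whose log2 value of 8.73 lay above the 7.37 and 7.35 of the other M0505 arrays. In a list of 20 genes of RA signaling written before the data were examined, 5 were past the threshold, all of them lower in STOSE cells. Besides *Aldh1a2* and *Rarb* these took in *Stra6* (log2 fold change −5.40) and *Rdh10* (−3.69). The list had a median log2 fold change of −0.26 and a mean of −1.21 (adjusted p = 0.0113 from camera over 16 lists). The call held under fry (adjusted p = 2.17e-05) and did not hold with the correlation between genes estimated from these arrays (adjusted p = 0.169). At the adjusted p alone, 12 of the 20 genes passed over all genes and 13 adjusted over the list alone. From the falls of the enzyme gene and the receptor gene, the paper proposes that several aspects of RA signaling are lost.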

RA signaling has been shown to crosstalk with Wnt/β-catenin signaling and *Aldh1a2* has also been identified as a tumor suppressor in prostate cancer, loss of which is an early event in the disease (64, 65). Further study of *Alhd1a2*, RA signaling, and the crosstalk between RA and Wnt/B-catenin signaling may help determine the mechanisms leading to transformation and tumorigenesis in HGSC.

Investigation of a potential TIC population in the STOSE revealed that STOSE cells have retained a SCA1+ population that appears to have a more malignant phenotype than SCA1− STOSE cells. TICs have been thought to be key contributors to HGSC etiology based on the heterogeneity and recurrence that are characteristic of the disease (3, 15, 50). TICs have been identified in both human and murine ovarian cancers by sorting for CD44, CD133, CD117, CD24, ALDH1, and SCA1 expression alone or in combination (3, 15). SCA1 has also been used for the enrichment of a stem cell population in leukemia, prostate, and breast cancers (15). STOSE cells were found to contain a SCA1+ population that exhibits increased malignancy both *in vitro* as assessed by colony formation and *in vivo* as assessed by initiation of tumorigenesis. Interestingly, SCA1+ and SCA1− STOSE-derived tumors were positive for p53 expression by western blot analysis. DNA sequencing showed no mutations in the p53 gene, suggesting pathways that lead to p53 stabilization might also be aberrant in STOSE cells. Our findings that the SCA1+ population exhibits TIC characteristics is in line with a recent study on SCA1+ cells in the T2 mouse model of ovarian cancer, which showed that these cells have TIC characteristics that allow them to escape chemotherapy and produce heterogeneous tumors following treatment (15). The retention of a SCA1+ population with TIC characteristics allows us to compare tumorigenic SCA1+ STOSE cells with non-tumorigenic SCA1+ M0505 cells.

In summary, this study has led to the development of a spontaneously transformed syngeneic model of HGSC in the FVB/N mouse, the first spontaneous murine model with defined features of HGSC. The STOSE model has characteristics of human disease such as aneuploidy, gene expression, and the presence of a TIC population. This model also produces extensive metastases in the peritoneal cavity following IB injection allowing for the study of tumor dissemination. Further investigation is required to understand the contribution of Wnt/β-catenin signaling in STOSE cells. The STOSE model offers vast potential for testing of novel therapeutics, including immune therapies. This model will also allow for the discovery of new screening targets that are involved in the transition of normal cells to HGSC.

## Author Contributions

Experiments were designed by Curtis W. McCloskey and Barbara C. Vanderhyden. Olga Collins derived the cell line and performed initial validation of the transformation. All surgeries, IHC, microarray, and cell culture were done by Curtis W. McCloskey; western blotting was done by Reuben L. Goldberg; qPCR was done by Curtis W. McCloskey and Lauren E. Carter; Lisa F. Gamwell and Curtis W. McCloskey performed the flow cytometry; Kenneth Garson and Curtis W. McCloskey performed the cell cycle analysis. Elizabeth A. Macdonald and Curtis W. McCloskey performed the IP injections and necropsies. Manijeh Daneshmand performed the pathology assessment and Euridice Carmona did the IPA analysis. Curtis W. McCloskey and Ensaf M. Al-Hujaily performed DNA sequencing. The manuscript was written by Curtis W. McCloskey and Barbara C. Vanderhyden and edited by Manijeh Daneshmand and Euridice Carmona.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

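Gene expression was measured on Affymetrix GeneChip Mouse Gene 1.0 ST arrays in RNA of early passage M0505 cells (3 arrays) and STOSE cells (3 arrays), which the sample labels name as biological replicates. The authors normalized the arrays by robust multi-array average (RMA), which corrects for background, quantile normalizes across arrays and summarizes the probes of each probe set, and deposited 1 table of log2 values with 1 column per array. The same table holds the mean log2 value of each line and the ratio of STOSE to M0505 that the authors computed from the means, written as a linear fold change that is negative where STOSE cells were lower. The means and fold changes in the authors' deposited table equalled those recomputed from the arrays, with a largest difference of 4.38e-08. Each of the 6 columns of values was matched to its array by its name, and 0 columns were left over. The software version of RMA, the release of the annotation and the genome build are not stated in the paper's text or the table. Array files with probe signals were not used here, so the background correction and the quantile normalization could not be varied, only added to.

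The table held 28944 probe sets with log2 values from 1.40 to 12.81. A gene symbol was given for 23530, and the 5414 without one were left out except where every probe set was counted. In 26 probe sets the symbol had been turned into a date, and these were kept as written. The 23530 probe sets stood for 20405 genes, 1613 of them with more than 1 probe set, and the probe set with the highest mean over the 6 arrays was kept for each gene. An array has no read depth, and precision is limited by the number of arrays. The signal over background was judged from the 1134 probe sets of olfactory receptor genes, whose 95th percentile of 4.74 was exceeded by 69.8% of the values of all genes. This measure was chosen after the data were seen.

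STOSE and M0505 arrays were compared gene by gene with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with no covariate and with Benjamini-Hochberg adjustment over the 20405 genes. A gene was called changed at an adjusted p under 0.05 and a fold change of at least 2 in either direction. The prior that limma shares across genes had 4.07 degrees of freedom. The code was tested on simulated data for this comparison, in which 200 of 20405 genes were changed by known amounts. It recovered 99.5% of them with 1 false call. Every simulated change was set above the 2-fold threshold, and genes varied independently. The recovery therefore does not cover changes near 2-fold or a shift of many genes. Groups of 3 arrays cannot give a two-sided exact permutation p below 0.1, so no such test is reported for single genes.

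Sets of genes were tested with limma's camera, two-sided, with the correlation between genes preset at 0.01 and adjustment over the sets. The sets were 16 lists with at least 5 genes on the array, written before the data were examined, and 21 chromosomes. The lists were Wnt signaling inhibitors, Wnt/β-catenin target genes, Wnt ligands and receptors, Nf-κB target genes, cell proliferation genes, retinoic acid signaling, p53 target genes, interferon-stimulated genes, epithelial genes, mesenchymal genes, ovarian surface epithelium genes, steroidogenic and granulosa genes, tumor histology markers, tumor-initiating cell markers, endothelial genes and leukocyte genes. The 4 Y chromosome genes and the X inactivation RNA were too few for a test and were read singly. The lists stand in for the gene sets of Ingenuity, which were not used here. Chromosomes and the order of genes were taken from the RefSeq genes of assembly GRCm38.p6 by symbol or by a synonym that belongs to 1 gene, which placed 19899 genes (97.5%). No coordinates are given, because the table names no build. The value of a chromosome is the median log2 fold change of its genes minus the median of all genes, and this subtraction was chosen after the data were seen. Within a chromosome, the place where the mean log2 fold change of the genes in the brighter 50% changed most was sought with at least 20 genes on each side and with log2 fold changes limited to 1 in size, and its p came from 9999 permutations of the gene order with adjustment over 20 chromosomes.

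The genes named singly were fixed by a rule before the data were examined. They are the genes the paper names as measured in M0505 and STOSE cells, the 10 largest rises and the 10 largest falls among the genes past the threshold whose arrays did not overlap between the lines, members of the lists that were past the threshold or whose list had fewer than 5 genes, and the genes within 2 Mb of *Cdkn2a*. The results of some single genes under this rule are not reported here.

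The following alternatives were chosen before the data were examined. For the genes they were a further quantile normalization, centring of each array on its median, leaving out the dimmest 25% or 50% of genes, the mean of the probe sets of a gene, every probe set on its own, the methods' t-test with and without adjustment, limma with an intensity trend and robust estimation, limma's treat test against 2-fold, no fold threshold or one of 1.5 or 4, 2-fold with no test, the ratio of linear means, the replicate number as a block, and leaving out each array in turn. For the lists and chromosomes they were limma's fry test, camera with an estimated correlation (lists), median centring, a filter on dim genes, the block and leaving out each array. A further 2 were added after the data were seen, namely every probe set at 2-fold with no test, and the plain median of a chromosome.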

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

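The subtraction of the median of all genes, the ranks of the RIKEN genes after a further quantile normalization, the trend on mean signal, the fit without genes at 2-fold or more, and the tests of copy number and of probe sets were chosen only after the results were seen, while the camera tests of the chromosomes, the filter on dim genes, the scalings themselves and the count of other splits were planned.

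The paper discusses genes with established names, and 4 genes with RIKEN clone symbols outside those it discusses were among the 10 largest changes of their direction. Their linear fold changes were 91.8 for *2610305D13Rik*, 56.0 for *2010002N04Rik*, −123 for *4930502E18Rik* and −84.4 for *4921521F21Rik*, and the 3 arrays of STOSE cells did not overlap the 3 of M0505 cells for any of them. The line with less RNA had a mean log2 value of 2.18, 4.04, 4.03 and 3.37 in the order given, under the olfactory receptor 95th percentile of 4.74, so the size of each change depends on a value near the background. The ranks after a further quantile normalization were 1, 4, 3 and 8 in the order given. That step was added to values already quantile normalized, so it cannot test the original normalization of the arrays as the cause. Centring on the medians moves every gene alike and cannot test this either. Copy number of chromosome parts is argued against by the largest relative median of a part of their chromosomes, 0.568 on the log2 scale, against changes of at least 5.81 in size. Hybridization of related transcripts cannot be told apart from a change of the named gene, because each gene had 1 probe set. A difference between the lines in the RNA of these genes stays open, and no other measurement of them was analysed here.

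The genes of chromosomes 10, 14 and X, for which the paper's text reports no change, were lower as sets in STOSE cells. Relative to the median of all genes, the median log2 fold changes were −0.13 for chromosome 10 (camera adjusted p = 0.00147), −0.058 for chromosome 14 (0.0268) and −0.065 for chromosome X (0.0268). The subtraction of the median of all genes was chosen after the values were seen, and without it the medians of chromosomes 14 and X were 0.019 and 0.011. In the brighter 50% of genes the direction no longer depended on it, with plain medians of −0.36, −0.31 and −0.34 and relative medians of −0.36 (−0.38 to −0.35 over the single arrays, lower in 3 of 3 STOSE arrays), −0.32 (−0.36 to −0.32, 3 of 3) and −0.35 (−0.36 to −0.33, 3 of 3). In these genes 8 chromosomes passed the threshold, these 3 and chromosomes 3, 4, 5, 15 and 16. A signal-dependent bias as the whole cause of the shifts in these genes is argued against by the size of the trend of the log2 fold change on mean signal, whose highest and lowest values were only 0.111 apart, while the smallest of the 8 shifts was 0.183 in size. Removing this trend moved no chromosome by more than 0.0176 and so adds little. The smaller shifts over all genes are not covered by this comparison. A few strongly changed genes as the whole cause are argued against as well, since 8 chromosomes passed without the genes at 2-fold or more, with relative medians of −0.26, −0.26 and −0.27. Among 10 splits of the 6 arrays only 1, the real one, gave as many chromosomes past the threshold over all genes (5, against at most 1 in the others), and the splits alone cannot exclude chance with 3 arrays per line, because the share cannot go under 0.1. Each other split mixes arrays of both lines, so the line difference adds to its spread and its count is no measure of chance.

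Copy number of the whole chromosome, fewer copies in STOSE than in M0505 cells relative to the rest of the genome, may account for the shifts of chromosomes 10 and 14. When each was parted where its brighter genes changed most, the part nearer 0 still had a relative median of −0.269 on chromosome 10 (−0.305 to −0.270 over the single STOSE arrays) and −0.215 on chromosome 14 (−0.263 to −0.212). For chromosome X copy number cannot be told apart from other causes. Its first 275 brighter genes had a relative median of −0.377 (−0.400 to −0.371) and the last 37 one of 0.00224, although each STOSE array alone was lower there (−0.137 to −0.036). The parts did not differ past the threshold (adjusted p = 0.0776), and 37 genes are too few to decide. *Xist*, the X inactivation RNA, was lower in STOSE cells by a log2 fold change of −0.45 (adjusted p = 0.00965), and the Y chromosome genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* lay under the olfactory receptor 95th percentile in both lines. These shifts are hypotheses about the karyotype, found and tested on the same arrays, and DNA was not analysed here.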

How the results depend on the processing

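Among the tests in this part, the count of every probe set at 2-fold with no test, the plain median of a chromosome and the measure of background were chosen after the data were seen, and the remaining alternatives were chosen before the data were examined.

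The 1000 genes higher and 1548 lower in STOSE cells depended most on the fold threshold. At the adjusted p alone there were 6454 and 5066 genes, at 1.5-fold 2245 and 2871, at 4-fold 186 and 509, and with limma's treat test against 2-fold 1499 genes were left, 994 of them lower and, to 2 digits, 5.1e+02 higher. These follow from the thresholds themselves, and more genes were higher than lower only with no fold threshold. The median log2 fold change was 0.08 over all genes and 0.0046 with the dimmer 50% left out. That excess of higher genes therefore cannot be told apart from an offset of dim signal. The choice of test moved the counts little, to 996 and 1546 genes with the methods' t-test, 988 and 1543 with adjustment, 998 and 1548 with trend and robust estimation, and 1001 and 1548 with no test. A further quantile normalization gave 1067 and 1498 genes, of which 985 and 1479 were the same genes, and median centring 1035 and 1514, of which 1000 and 1514 were the same. Leaving out the dimmest 25% of genes gave 983 and 1517, leaving out the dimmer 50% 775 and 1099, and the mean of the probe sets of a gene 977 and 1517. Counting every probe set on its own gave 1199 and 1755, and 1203 and 1755 with no test. With 1 array left out in turn the counts ranged from 955 to 1065 higher and from 1508 to 1591 lower genes, where the line with 2 arrays is assumed to vary like the other.

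The alternatives were run for the 43 genes of the paper and 38 other genes named in the text (the ratio of linear means only for the former), and for 23 further genes around *Cdkn2a* under quantile normalization and without each array. In all, 1739 of these results kept their direction and their side of the threshold, 12 passed it only under the alternative, 48 fell short of it and 0 reversed. The dim-gene filters, the other tests, the thresholds and the block leave each fold change as it is, so no direction could reverse under them. The same holds for the mean of the probe sets in genes with 1 probe set. Called members of lists that are not named in the text were not run. *Ccna2* lay close to 2-fold and fell under it at log2 fold changes of 0.96 after a further quantile normalization, 0.97 without M0505 replicate 3 and 0.997 without STOSE replicate 2. *Ly6a* passed 2-fold only without M0505 replicate 1 (−1.03) and without STOSE replicate 2 (−1.18), and *Ifnz* fell under it without STOSE replicate 1 (0.88) and with the mean of its probe sets (0.61), as did *Notum* with that mean (−0.98, from −1.92). *Nfkb1*, *Nfkb2*, *Ptgs2* and *Ephb3* fell under 2-fold without M0505 replicate 3 (0.95, 0.996, 0.94 and 0.98). Without STOSE replicate 1 *Nfkb1*, *Nfkb2*, *Ephb3* and *Krt7* did so (0.99, 0.98, 0.94 and −0.89), and *Krt7* also without M0505 replicates 2 and 3 (−0.99 and −0.997) and *Ptgs2* without M0505 replicate 2 (0.98). The treat test did not call *Ccna2*, *Lrrc3b*, *Ccl20*, *Ephb3*, *Ifnz*, *Krt7*, *Lcn2*, *Nfkb1*, *Nfkb2* and *Ptgs2*. The other such results came from the fold thresholds.

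The lists depended on how the correlation between genes was handled. Of 16 lists 7 passed with the preset correlation, 15 under fry and 0 when camera estimated the correlation, where the smallest adjusted p was 0.169. At an unadjusted p under 0.05, 4 lists passed with that estimate. Under fry the Nf-κB targets (median log2 fold change 0.20), the Wnt inhibitors (0.034) and the Wnt/β-catenin targets (0.23) passed as well, and with the estimated correlation the proliferation genes (1.05), the retinoic acid genes (−0.26) and the Wnt ligands and receptors (−0.50) did not pass. Fry asks whether the genes of a list moved in a shared direction, and camera whether they moved more than other genes. A shift shared by all genes can therefore pass fry. Of the other lists, the p53 targets reached an adjusted p of 0.0503 with the dimmest 25% left out (0.229 with the estimated correlation, 0.000194 under fry). The interferon-stimulated genes passed with median centring (0.0492) and without M0505 replicate 1 or STOSE replicate 3 (0.0379 and 0.0386), and the epithelial genes without STOSE replicate 3 (0.0371), with other values of these lists up to 0.384. The cause was not tested.

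Of 21 chromosomes 5 passed, against 8 with the dimmer 50% of genes left out, 19 under fry and 5 to 8 with 1 array left out in turn. The 8 without STOSE replicate 2 and with the dimmer genes left out took in chromosomes 5, 15 and 16, which had an adjusted p of 0.0502 over all genes. With the plain median in place of the relative one, chromosomes 14 and X reversed to 0.019 and 0.011, which the median of all genes of 0.08 that is subtracted explains. Of the chromosomes that did not pass, 5, 7, 9, 13, 16 and 18 also changed sign with the plain median. Their relative medians lay between −0.075 and −0.0095 and their plain medians between 0.0019 and 0.067. No chromosome that passed reversed under the other settings.

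The replicate numbers are the same in both lines. Deviations from the mean of the line correlated at 0.278, 0.0329 and 0.263 between arrays of the same number. Between arrays of different lines and different numbers they correlated at −0.312 to 0.128, so a pairing by number is neither shown nor excluded. With the number as a replicate block 1001 genes were higher and 1548 lower, 8 chromosomes passed (chromosomes 5, 15 and 16 at 0.0472) and the interferon-stimulated genes passed as well (0.0368).

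Signal over background limits the size of large changes. Of all values 69.8% lay above the olfactory receptor 95th percentile of 4.74, and in 12 of the 19 genes of Table 2 reported here the line with less RNA lay under it.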

Differences from the paper's values

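The settings in this part were chosen before the data were examined, and the comparisons with statements of the paper's text and figures were listed after the values were seen.

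Of 26 fold changes of single genes that the paper states and that are reported here, 0 differed, and the largest absolute difference was 0.054. Under the alternatives set before the data were examined, 0 of 286 values differed. The replicate block and the mean of the probe sets left each of these fold changes as it was, so they could not give a difference. A value was taken to differ when it lay further from the paper's than the replicate SD of the fold change, which is wide for some genes (27.3 for *Serpinb2*, 6.09 for *Rarb*). The largest factor between such a value and the paper's was 1.37, for *Rarb* at −7.86-fold without M0505 replicate 1 against the paper's −10.80. Without the same array *Ccnd1* was at 7.38-fold against the paper's 6.2, and *Serpinb2* at 103.3-fold against the paper's 90.7.

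The paper's text names *Serpinb8* among the up-regulated genes, and on the arrays it was lower in STOSE cells at −2.99-fold, a direction kept under every alternative run for it. Table 2 lists *Serpinb2*, which was higher. The text also names *Calcr* as up-regulated, and its change was 1.14-fold (adjusted p = 0.0994) and was not called under any setting run, while Table 2 lists *Calcrl*, which was higher at 33.1-fold.

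Fig. 3 shows more *Ikbke* RNA in STOSE cells by qRT-PCR, and on the arrays it was lower at −2.66-fold and kept that direction under every alternative run for it. The paper places *Enpp2* and *Lrrc3b* on other chromosomes than the RefSeq genes of GRCm38.p6, in which they lie on chromosomes 15 and 14. Table 2 gives the largest changes without 4 genes with RIKEN symbols that were among the 10 largest of their direction here. The paper places *Ccnd1* and *Cdkn2a* among the top changes, and they ranked 99 among the higher and 299 among the lower genes.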

Other observations

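The tests in this part were chosen only after the results were seen, except the tests of the gene lists, the count of other splits for the lists, and the tests of neighbouring genes against chromosome parts and against gene families.

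The real split of the arrays gave 2548 changed genes and 7 lists past the threshold, and the other splits gave at most 0 genes by limma (4 at 2-fold and an unadjusted p under 0.05) and 6 lists. For each of these, 1 of 10 splits, the real one, gave a result as large, but for the lists another split came within 1 list of it. The splits alone cannot exclude chance for either with 3 arrays per line, because the share cannot go under 0.1. Each other split mixes arrays of both lines, so the line difference adds to its spread and its counts are no measure of chance.

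The lists not given beside a sentence of the paper had the following results by camera, with adjustment over 16 lists. The 18 ovarian surface epithelium genes were lower (median log2 fold change −0.62, −0.70 to −0.56 over the single arrays, lower in 3 of 3 STOSE arrays, adjusted p = 0.000329), with 7 genes called lower and 1 higher. The 9 tumor histology markers were lower (−0.84, 3 of 3 arrays, 0.0134), with 4 called lower. The 27 p53 targets were lower (−0.21, 3 of 3 arrays, 0.0199), and the 24 mesenchymal genes were higher (0.27, 3 of 3 arrays, 0.0313), with 6 called higher and 1 lower. Lists not past the threshold were the 21 epithelial genes (−0.13, 0.0603), the 29 interferon-stimulated genes (−0.29, 0.0589), the 17 steroidogenic and granulosa genes (0.01, mean −0.92, 0.167), the 13 leukocyte genes (0.13, 0.311), the 11 endothelial genes (0.08, mean −0.65, 0.481) and the 6 tumor-initiating cell markers (−0.09, 0.481). All of these passed under fry except the tumor-initiating cell markers (0.555), and none passed with the correlation estimated from the arrays. At the adjusted p over the list alone, 16 of 18 surface epithelium genes, 9 of 9 histology markers, 21 of 27 p53 targets, 19 of 24 mesenchymal genes, 16 of 21 epithelial genes, 23 of 29 interferon-stimulated genes, 12 of 17 steroidogenic and granulosa genes, 5 of 13 leukocyte genes, 6 of 11 endothelial genes and 3 of 6 tumor-initiating cell markers passed. Of the Y chromosome genes 0 of 4 passed.

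The paper measured some genes by other methods or in other samples. On the arrays *Ly6a*, which encodes SCA1, was lower at −1.89-fold (adjusted p = 0.0136, under 2-fold). *Wt1* was lower at −1.55-fold and *Pax8* higher at 1.28-fold (log2 values 5.26 in M0505 and 5.62 in STOSE cells). *Inha* was lower at −15.3-fold and *Amhr2* at −32.3-fold, *Trp53* was higher at 1.16-fold, and the qRT-PCR reference genes *Tbp* and *Ppia* were at 1.34-fold and 1.08-fold. Of the keratin genes, *Krt8* was lower at −23.5-fold, *Krt19* at −47.2-fold and *Krt7* at −2.04-fold, and *Krt14* was higher at 10.2-fold. The log2 fold change of *Krt7* was under 2-fold in size without M0505 replicate 2 (−0.99), M0505 replicate 3 (−0.997) or STOSE replicate 1 (−0.89). The keratin genes were singled out after their values were seen.

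The paper reports terminal deletions of chromosomes 1 and 4 and loss of chromosomes 3, 8 and 12 in M0505 cells, and an addition at the end of chromosome 4 and loss of chromosomes 3, 5 and 8 in STOSE cells. A first version of the tests of these changes assumed copy ratios and was replaced after its results were seen, because the paper's text does not state copies per cell. The tests see only differences between the lines. They cannot show a loss that both lines share, as the paper reports for chromosomes 3 and 8. Of 20 chromosomes, 6 had parts whose brighter genes differed, namely 1, 4, 5, 8 and 12 (adjusted p = 4e-04 each, from permutation p-values of 1e-04, the smallest that 9999 permutations can give) and 13 (0.0423). The permutations take genes as independent, and neighbouring genes are not. The last 156 genes of chromosome 1 had a relative median of 0.484 against −0.108 for the rest, and the last 367 of chromosome 4 had 0.568 against −0.000683. A terminal deletion in M0505 cells may account for both, and for chromosome 4 the addition in STOSE cells predicts the same direction. For chromosome 3 a relative median of 0.3428 with parts that did not differ (0.314 and 0.472, adjusted p = 0.622) is consistent with copy number of the whole chromosome. For chromosomes 5, 8 and 12 a change of the whole chromosome alone is argued against, because the parts differed by 0.334, 0.752 and −0.614. The paper's text reports no change of chromosome 13, where the parts had relative medians of 0.0827 and −0.224.

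Neighbouring genes were called changed in the same direction more often than in a shuffled order. Among 14480 genes in order there were 368 such pairs, against a mean of 246.7 and a highest value of 295 in 1000 permutations of the order (permutation p = 0.000999, the smallest they can give). Copy number of chromosome parts as the whole cause is argued against, since shuffles among 50 neighbouring genes gave at most 314. Families of similar genes side by side are argued against as well, since 326 pairs were left without those that share the first 3 letters of their symbols, against at most 281 in the shuffles, and at most 303 with both restrictions. Regulation shared by neighbours, smaller changes in copy number and families with unlike symbols stay open and were not tested. The longest runs, singled out after they were seen, were 8 protocadherin genes from *Pcdhb15* to *Pcdhb22* on chromosome 18 (median log2 fold change −2.46), 8 genes from *Armcx1* on chromosome X (−1.76) and 7 genes from *Sgce* and *Peg10* on chromosome 6 (−2.44).

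*Cdkn2a* and *Cdkn2b* fell together. A loss of copies that takes in *Mtap* is argued against, since *Mtap* was higher by 0.8999 on the log2 scale. A loss of *Cdkn2a* and *Cdkn2b* alone cannot be told apart from lower transcription, because the STOSE mean of *Cdkn2a*, 5.304, lies too close to the olfactory receptor 95th percentile of 4.74 to decide.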
